# Single cell RNA analysis of the left–right organizer transcriptome reveals potential novel heterotaxy genes

**DOI:** 10.1038/s41598-023-36862-2

**Published:** 2023-07-01

**Authors:** Helen M. Bellchambers, Amruta R. Phatak, Mardi J. Nenni, Maria B. Padua, Hongyu Gao, Yunlong Liu, Stephanie M. Ware

**Keywords:** Congenital heart defects, Embryology

## Abstract

The establishment of left–right patterning in mice occurs at a transient structure called the embryonic node or left–right organizer (LRO). Previous analysis of the LRO has proven challenging due to the small cell number and transient nature of this structure. Here, we seek to overcome these difficulties to define the transcriptome of the LRO. Specifically, we used single cell RNA sequencing of 0–1 somite embryos to identify LRO enriched genes which were compared to bulk RNA sequencing of LRO cells isolated by fluorescent activated cell sorting. Gene ontology analysis indicated an enrichment of genes associated with cilia and laterality terms. Furthermore, comparison to previously identified LRO genes identified 127 novel LRO genes, including *Ttll3*, *Syne1* and *Sparcl1*, for which the expression patterns were validated using whole mount in situ hybridization. This list of novel LRO genes will be a useful resource for further studies on LRO morphogenesis, the establishment of laterality and the genetic causes of heterotaxy.

## Introduction

Establishing the left–right (LR) axis during early embryogenesis is critical for placement and patterning of the heart and visceral organs. In the mouse embryo, the first molecular evidence of LR asymmetry appears at the ventral LRO^1^. The LRO contains two distinct cell types: the central cells, referred to as pit cells, and the outer cells referred to as crown cells. Both cell types contain a single cilium on the ventral surface of the cell, but the pit cilia rotate whereas the crown cilia are immotile.

At the early bud stage, pit cell cilia are located in the center of cell, thus the rotation produces a random extracellular fluid flow. From late head fold (LHF) to the three-somite stage, the cilia move towards the posterior of the cell induced by planar cell polarity signaling cues^2–5^. The posterior and ventral position of cilia combined with the dome shape of cells then creates a leftward flow across the LRO, which has been detected in vivo using particle image velocity analysis at the one somite stage^3^. Crown cells at the edge of the LRO are thought to sense this fluid flow through immotile cilia; however, the exact mechanism by which this occurs is unclear. Two mechanisms have been proposed: the first suggests that the fluid flow creates a gradient of either determinant particles or morphogens^6,7^; the second, which is strongly supported by two excellent recent papers^8,9^, suggests that the immotile cilia on the crown cells sense the flow and react by releasing Ca^2+^ ions from the cilium into the cytoplasm of crown cells^10–12^.

Regardless of the mechanism, the result is that *Cerl2/Dand5* mRNA is degraded in crown cells on the left side of the LRO, thus creating a right side biased expression pattern^13^. The asymmetric expression of *Cerl2/Dand5* has been detected by the LHF stage, and thus is the first gene known to be asymmetrically expressed across the LR axis. *Cerl2/Dand5* is a *Nodal* antagonist, thus this right side dominant expression pattern in turn creates a left side asymmetric expression of *Nodal* in the crown cells, which is then transferred to the left lateral plate mesoderm (LPM) in a manner that is not well understood but involves the juxtaposed endoderm cells^14–16^. These signaling events are highly dynamic and occur within a few hours of development.

The genetic causes of congenital heart defects (CHD) are often unknown and molecular pathways important for human cardiac development remain to be identified. Mutations in genes critical for LR patterning have been identified in patients with cardiac laterality disorders as well as isolated CHD^17–19^. The heart begins as a linear tube and then undergoes asymmetric looping using cues initiating along the LR axis. Consequently, malformations of the heart often occur when the LR axis is not properly established^20,21^. Other organs are also affected by the LR axis; thus these heart defects can co-occur with other organ laterality defects which are collectively classified as heterotaxy^22^. Patients with heterotaxy, a disorder of the LR axis, account for at least 3% of all CHD^23^ but the genes and developmental mechanisms may contribute to a larger number of CHD cases since cardiac phenotypes seen in heterotaxy such as transposition of the great arteries or double outlet right ventricle more commonly occur without evidence of other visceral situs abnormalities.

Because of the essential role of cilia in establishing initial LR asymmetry, many known critical cilia genes are associated with heterotaxy. For example, motile cilia required for extracellular fluid flow are under the regulation of the transcription factor, *Foxj1*^24,25^, thus in the absence of *Foxj1*, cilia fail to form and function properly, resulting in laterality defects in animal models^24–29^.

Despite the importance of proper LRO and cilia formation and function, there are still many unanswered questions due to the technical challenges of studying LRO development and signal propagation. These include, but are not limited to, the transient nature of the LRO, a limited cell number, and difficulties in early embryonic manipulations. Previously, a large-scale approach to identify markers of organizer tissue was performed using microarray in whole mouse embryos^30^. The authors compared normal embryos with mutants lacking gastrula-organizing structures, including the LRO, to identify genes dysregulated during abnormal gastrulation. Another paper spatially resolved embryos by dividing gastrulation stage embryos into geographically defined regions^31^. As the LRO is known to be present at the distal tip of the embryo at E7.5, the authors where able to determine which transcriptome included the LRO/node cells based on its spatial–temporal location. However, the study focused on the gastrulation stage embryos and thus does not define the LRO transcriptome at the point of LR determination.

Recent advances in technology have enabled transcriptomic analysis at the single cell level. In particular, Pijuan-Sala et al.^32^ generated single cell maps of mouse gastrulation and early organogenesis. However, given the small number of cells in an embryo and the limitations of the technology, this study required pooling of multiple embryos to obtain sufficient cells for analysis. Since that time, the technology has further improved to enable fewer input cells and therefore a single embryo can be analyzed individually. Here, we used single cell RNA sequencing (scRNA-seq) to generate a transcriptomic profile list of LRO genes from precisely staged 0–1 somite mouse embryos, when the LRO fluid flow is first detected and both *Dand5* and *Nodal* are becoming asymmetrically expressed in the crown cells. These genes were compared to a dataset of genes derived from bulk RNA sequencing (RNA-seq) of fluorescently labeled LRO cells isolated by fluorescent activated cell sorting (FACS) from *FOXJ1*-*EGFP* transgenic mouse embryos. As expected, this LRO gene list contained many genes previously associated with heterotaxy. In addition, novel LRO genes were identified, providing a resource for the research community, especially those studying LR patterning, cilia and heart development, and paving the way for future functional studies.

## Results and discussion

### scRNA-seq analysis of LRO cell genes

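Each of the 3 embryos was dissociated on its own and its cells were captured in droplets with barcoded beads on a Chromium instrument, which gave 1 library per embryo. The embryos were harvested at embryonic day 8, and one field of the sample labels allows up to 2 somites. Captured transcripts carry a unique molecular identifier (UMI), so that the copies of 1 molecule are counted once. The authors aligned the reads with CellRanger to the mouse genome mm10 with the EGFP sequence added, and they deposited the UMI counts of 31054 features in every barcode that CellRanger called a cell. These values are raw counts, without normalization and before the quality control that Methods describes. The files used here do not give the cluster of each cell, so the cells were filtered and clustered again with Seurat, and the clusters were named by the marker genes of Supplementary Tables S1 and S2 (LRO-like, axial-mesoderm-like and so on). For tests, UMIs were summed per embryo over the cells of a class, which makes the embryo and not the cell the replicate. Sums of 2 classes, 3 against 3, were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with Benjamini-Hochberg adjustment over the genes tested. Standard errors were derived from the F statistic of this test, and standard deviations (SD) are over the 3 embryos. The clusters and the tests rest on the same cells, so that an adjusted p is not independent evidence for a gene that helped to define a cluster. Erythroid-like cells served as the cell type that should lack transcripts of the LRO, and their share of cells with a UMI is given as a background. This background need not be free RNA in the droplets alone. Dand5 was found in 5.19% of these cells and Fam183b in 0.371%, although LRO-like cells held 1284 UMIs of Dand5 and 2656 of Fam183b. Of these cells, 2, 914 and 432 came from replicates 1, 2 and 3, so that this background does not cover the first embryo, which has the greatest depth. The median depth was 24963 UMIs per cell in LRO-like cells, 12088 in axial-mesoderm-like cells, 15077 in erythroid-like cells and 18187 in all cells but the LRO-like ones. Shares of cells were therefore also computed after each cell was thinned at random to 5000 UMIs, which left out 12 LRO-like, 3 axial-mesoderm-like and 5 erythroid-like cells with fewer UMIs. Limits and intervals cover counting error only.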

To characterize the LRO transcriptome, we generated single-cell gene expression profiles of dissociated cells from three individual wildtype embryos specifically selected based on the morphology of the embryo to be at the 0–1 somite stage. 

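The matrices held 6579, 8621 and 8333 barcodes for replicates 1, 2 and 3, and the kept cells 190441996, 137649847 and 160321748 UMIs. The median was 26011, 14050 and 15674 UMIs per barcode, so that the first embryo was sequenced to the greatest depth per cell. Over all barcodes, before any filter, the median number of genes detected was 5079, 3663 and 3949. The gene maximum of Methods (8500, 7500 and 8500 genes) removed 89, 30 and 2 barcodes, the minimum of 1500 genes concerned 306, 405 and 322, and the limit of 10% mitochondrial UMIs concerned 265, 224 and 193. After these thresholds, 6129, 8116 and 7923 cells remained (22168 in all), with a median of 5146, 3734.5 and 4017 genes. A first round of clustering gave 16 clusters, of which 3 were removed. In one of these (432 cells), 79.4% of the cells were among the top 6% of doublet scores from Scrublet, which scores each cell by its likeness to simulated pairs of cells. The other two (299 and 232 cells) had a median of 0.0812% and 0.0678% mitochondrial UMIs, against 3.09% over all cells. The 21205 cells kept were 5784, 7731 and 7690 from the 3 embryos. Scrublet's own threshold called only 1, 2 and 0 doublets, which allows no cluster to be recognised, and the top 6% of scores were taken in its place after this was seen.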

A total of 23,533 single cells were obtained, of which 21,552 passed quality control measures and a median of 5079, 3663 and 3949 genes were detected per cell for the first, second and third embryo, respectively. As all embryos were male (as determined by genotyping), we examined expression of the female specific transcript *Xist* and the Y-chromosome genes *Ddx3y*, *Eif2s3y* and *Uty*. 

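Over all barcodes, Xist had 13, 34 and 30 UMIs in the 3 embryos, each in a different cell, which is 0.198%, 0.394% and 0.360% of barcodes. This amounts to 0.156 ± 0.0849 CPM (SD, n = 3 embryos). The Y-chromosome genes were far above this level. Ddx3y had 47.5 ± 2.79 CPM and was detected in 56.0% ± 7.59 of barcodes. Eif2s3y had 41.5 ± 2.75 CPM in 52.4% ± 9.00 of barcodes, and Uty 14.4 ± 0.967 CPM in 25.7% ± 8.12. Of the 21205 cells kept, 17201 (81.1%) had a UMI of at least 1 of the 3 Y-chromosome genes. Of the 67 kept cells with a UMI of Xist, 55 (82.1%) also had a UMI of a Y-chromosome gene, a share like that of all cells. By cluster, the share of cells with Ddx3y ranged from 34.8% to 85.1%, and the highest share of cells with Xist was 1.05%, in the extraembryonic-endoderm-like cells.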

Cells showed expression of the male specific genes, with no expression of the female specific *Xist* (Supplementary Fig. S1), indicating there was no maternal contamination. By unsupervised clustering, we were able to distinguish 16 clusters (Fig. 1a). 

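Clustering of the 21205 kept cells without batch correction, on 2000 variable genes and 30 principal components, gave 17 clusters at a resolution of 0.6, the lowest of the series tried with at least 16. By the marker lists, 14 of the clusters were named and 3 were not. The unnamed clusters held 2707, 2671 and 962 cells, and each embryo contributed to all of them. One cluster of 242 cells, 70, 72 and 100 from the 3 embryos, scored highest for the LRO list and is called LRO-like, with 1.15% ± 0.192 of the kept cells of an embryo (SD, n = 3). Axial-mesoderm-like cells did not form a cluster of their own at this resolution. They separated when the definitive-endoderm-like cluster was clustered again alone, as 83 cells (23, 39 and 21), a step chosen after the first clusters were seen. Erythroid-like cells differed widely between embryos, with 2, 914 and 432 cells.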

To determine the identity of these clusters, we first examined expression of general markers of ectoderm (*Sox2*, *Dlx5*), mesoderm (*T*, *Aldh1a2*) and endoderm (*Spink1*, *Sox17* and *Foxa2*) to roughly divide the cells into these three cell types (Fig. 1b–d). Within each of these subtypes, clusters were assigned based on known marker genes, such as *Wnt6* for the surface ectoderm, *Ttr* for the extraembryonic endoderm and *Kdr* for the endothelium (Fig. 1e–g, Supplementary Figs. S2–S3, Supplementary Tables S1–S3, and Supplementary Methods).

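The mean level of a marker per embryo was compared between the cluster with the highest level and the one with the second highest. Wnt6 was highest in the surface-ectoderm-like cluster (159 ± 17.7 CPM, SD, n = 3 embryos), with 18.2 ± 2.37 in the next cluster. Ttr was highest in the extraembryonic-endoderm-like cluster, at 6608 ± 405 against 207 ± 61.3 CPM, and Kdr in the endothelium-like cluster, at 484 ± 56.6 against 53.5 ± 12.3. These clusters were named by lists that hold the same genes, so the values describe the naming and do not test it. Among the general markers, Dlx5 was highest in the surface-ectoderm-like cluster (43.7 ± 6.45 CPM) and Sox2 in an unnamed cluster (203 ± 23.9) that also carried Pou3f1 and Otx2. Aldh1a2 was highest in the presomitic-mesoderm-like cluster (728 ± 100), Spink1 in the extraembryonic-endoderm-like cluster (6095 ± 1435) and Sox17 in the definitive-endoderm-like cluster (207 ± 39.3). Among the clusters, the LRO-like one was highest for T, at 655 ± 150 CPM against 170 ± 11.1 in the caudal-epiblast-like cluster. For Foxa2, the LRO-like cluster (110 ± 30.9) and the definitive-endoderm-like cluster (92.1 ± 4.72) did not differ beyond the spread, with the first higher in 2 of 3 embryos. The axial-mesoderm-like cells, which lie within the definitive-endoderm-like cluster here, were above the LRO-like cells for both, at 899 ± 157 CPM of T and 191 ± 52.2 of Foxa2.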

**Figure 1:**
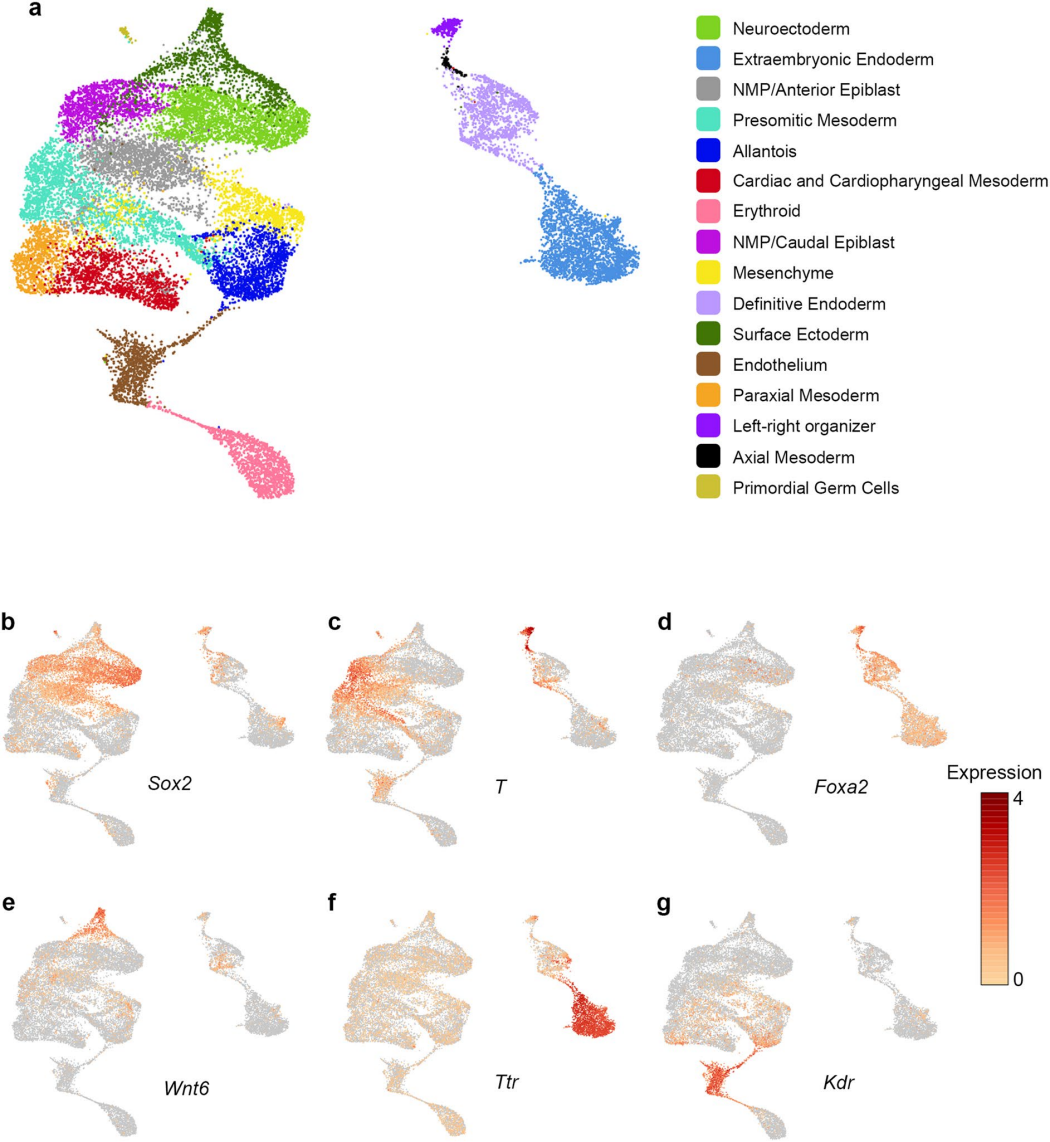
Distinguishing cell cluster identities of 0–1 somite embryos. (**a**) Unifold manifold approximation and projection (UMAP) plot of 21,552 cells from n = 3 embryos. 16 clusters were identified based on the expression of highly variable genes. (**b**–**g**) Feature plots displaying expression of known marker genes, including (**b**) the ectoderm marker *Sox2*, (**c**) the mesoderm marker *T*, (**d**) the endoderm marker *Foxa2*, (**e**) the surface ectoderm marker *Wnt6*, (**f**) the extraembryonic endoderm marker *Ttr* and (**g**) the endothelium marker *Kdr*. Expression, log normalized expression; NMP, Neuromesodermal progenitors.

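Both Foxa2 and T had a UMI in 79.8% ± 5.17 of LRO-like cells (SD, n = 3 embryos) and in 71.6% ± 17.6 of axial-mesoderm-like cells. The next class was the definitive-endoderm-like cluster without its axial-mesoderm-like cells, with 28.5% of its cells, and erythroid-like cells had 0.148%. With each cell thinned to 5000 UMIs, the shares over pooled cells were 39.6% of LRO-like, 45.0% of axial-mesoderm-like and 6.63% of definitive-endoderm-like cells. Foxa2 (ENSMUSG00000037025) lies on chromosome 2 of GRCm38 from 148042877 to 148046969, and T (ENSMUSG00000062327) on chromosome 17 from 8434423 to 8442496. In LRO-like cells against all other cells, the log2 fold change from edgeR was 3.00 (standard error 0.183, adjusted p = 1.56e-06) for Foxa2 and 3.78 (standard error 0.170, adjusted p = 2.03e-07) for T.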

Two clusters (clusters 13 and 14; purple and black clusters, respectively, in Fig. 1a) showed expression of both the endoderm marker *Foxa2* and the mesoderm marker *T*, suggesting these clusters represent the mesendoderm cells of the LRO and notochord (Fig. 1c–d). 

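Foxj1 (ENSMUSG00000034227) lies on chromosome 11 from 116330704 to 116335399, Noto (ENSMUSG00000068302) on chromosome 6 from 85423886 to 85428877 and Shh (ENSMUSG00000002633) on chromosome 5 from 28456815 to 28467256. A UMI of Foxj1 was found in 78.8% ± 4.73 of LRO-like cells and 15.4% ± 5.83 of axial-mesoderm-like cells (SD, n = 3 embryos), with a background of 0.0742% in erythroid-like cells. After thinning, these shares were 48.7% and 3.75% over pooled cells, with no erythroid-like cell. Noto was detected in 82.6% ± 5.73 of LRO-like and 25.9% ± 6.03 of axial-mesoderm-like cells, and in 0.0742% of erythroid-like cells (thinned, 45.2%, 11.3% and 0.0745%). Shh had the opposite order, with 77.3% ± 6.41 of LRO-like and 96.8% ± 2.76 of axial-mesoderm-like cells against 0.371% of erythroid-like cells (thinned, 49.6%, 83.8% and 0.223%). Against all other cells, the log2 fold change in LRO-like cells was 7.66 (standard error 0.279, adjusted p = 6.29e-08) for Foxj1, 8.82 (standard error 0.317, adjusted p = 6.29e-08) for Noto and 5.45 (standard error 0.364, adjusted p = 2.98e-06) for Shh. With each embryo left out in turn, these stayed between 7.37 and 7.78, 8.70 and 8.99, and 5.14 and 5.74. All 3 genes belong to the list that named the LRO-like cluster.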

Examination of the LRO/notochord genes *Foxj1*, *Noto* and *Shh* confirmed this identity (Fig. 2). To understand the distinction between these clusters, they were examined for markers known to be restricted to the LRO or to be expressed in both LRO and notochord (Fig. 3). Only cluster 13 showed expression of previously identified LRO specific genes including *Dand5*, *Foxj1* and *Nodal* (Fig. 3c–e), thus it was designated as the LRO cell cluster. 

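Between LRO-like and axial-mesoderm-like cells, 1024 of the 8209 genes tested passed an adjusted p of 0.05, 590 higher in LRO-like cells and 434 lower. This number rests most on the second embryo, without which it was 351. Dand5 (ENSMUSG00000053226, chromosome 8 from 84815405 to 84822823) had 201 ± 119 CPM in LRO-like cells and 12.3 ± 13.7 in axial-mesoderm-like cells (SD, n = 3 embryos), a log2 fold change of 3.79 (standard error 0.558, adjusted p = 2.32e-04). It was detected in 55.0% ± 11.2 of LRO-like and 7.90% ± 2.83 of axial-mesoderm-like cells, against 5.19% of erythroid-like cells (thinned, 34.8%, 5.00% and 1.49%). The second share is near that of erythroid-like cells only before thinning. Nodal (ENSMUSG00000037171, chromosome 10 from 61417972 to 61425338) had 89.4 ± 57.7 CPM in LRO-like cells, and 11 UMIs in 3 axial-mesoderm-like cells (12.9 ± 15.5 CPM). A UMI was found in 48.8% ± 17.1 of LRO-like cells, 4.03% ± 4.93 of axial-mesoderm-like cells and none of the 1348 erythroid-like cells (thinned, 26.5%, 3.75% and 0%). Its log2 fold change between these classes was 3.14 (standard error 0.670, adjusted p = 0.00447), and from 1.81 (without the first embryo) to 4.48 (without the third) with an embryo left out. Without the second embryo (3.30) and with DESeq2 (2.84) it no longer passed an adjusted p of 0.05. For Dand5 the range was from 2.70 (without the first embryo) to 5.56 (without the second). The axial-mesoderm-like sums held 13 UMIs of Foxj1 in 12 cells, and its log2 fold change was 3.66 (standard error 0.397, adjusted p = 1.52e-05). Against all other cells, the log2 fold change was 6.55 (standard error 0.399, adjusted p = 1.55e-06) for Dand5 and 8.19 (standard error 0.441, adjusted p = 6.60e-07) for Nodal. Leaving out each embryo in turn gave 5.84 to 6.89 for Dand5 and 7.38 to 8.58 for Nodal in this comparison. Dand5 and Nodal also belong to the list that named the LRO-like cluster.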

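T was detected in 99.7% ± 0.577 of LRO-like cells and 88.8% ± 10.4 of axial-mesoderm-like cells (SD, n = 3 embryos), against 4.38% of erythroid-like cells (thinned, 90.4%, 77.5% and 1.34%). Its level in CPM was higher in axial-mesoderm-like cells, 899 ± 157 against 655 ± 150, so that its share and its level give opposite orders. The log2 fold change between LRO-like and axial-mesoderm-like cells was -0.49 (standard error 0.152, adjusted p = 0.0468), and this call was lost in several alternatives, among them without the second or the third embryo. Bicc1 (ENSMUSG00000014329, chromosome 10 from 70922832 to 71159700) was detected in 98.1% ± 0.919 of LRO-like and 51.7% ± 11.0 of axial-mesoderm-like cells, against 2.00% of erythroid-like cells (thinned, 73.0%, 37.5% and 0.298%). Its log2 fold change was 1.05 (standard error 0.272, adjusted p = 0.0160), 0.39 without the first embryo, 1.32 without the second and 1.02 with DESeq2, and none of these passed an adjusted p of 0.05. Shh had 604 ± 87.9 CPM in axial-mesoderm-like and 162 ± 63.1 in LRO-like cells, a log2 fold change of -1.96 (standard error 0.217, adjusted p = 1.81e-05). For Noto it was 1.73 (standard error 0.335, adjusted p = 0.00223), and 1.51 without the second embryo, which did not pass. With sub-cluster 2 of the LRO-like cells alone (Fig. 4), a comparison chosen after the sub-clusters were seen, T was higher in LRO-like cells, with a log2 fold change of 1.11. In the same comparison the difference in Shh was lost, with a log2 fold change of -0.06.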

Cluster 14 lacked these genes, but both clusters showed expression of *Shh*, *T* and *Bicc1* (Fig. 3f–h), which are expressed in both LRO and notochord populations. The presence of these notochord/LRO genes combined with the lack of LRO genes suggests these are notochord cells. However, a subset of cells in cluster 14 also had expression of *Gsc* (Fig. 3i), a known marker of prechordal plate, which lies at the midline of the embryo directly anterior of notochord. 

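Gsc (ENSMUSG00000021095) lies on chromosome 12 from 104471209 to 104473330. It had a UMI in 9 of 23, 11 of 39 and 5 of 21 axial-mesoderm-like cells of the 3 embryos, which is 30.4% ± 7.89 (SD, n = 3). In LRO-like cells the share was 5.64% ± 2.48 and in erythroid-like cells 0.297% (thinned, 25.0% of axial-mesoderm-like, 1.30% of LRO-like and 0.0745% of erythroid-like cells). The log2 fold change from axial-mesoderm-like to LRO-like cells was -5.72 (standard error 0.323, adjusted p = 2.23e-08). Gsc, T and Shh belong to the list that named the axial-mesoderm-like cells, so their adjusted p is not independent evidence. Of the 25 axial-mesoderm-like cells with Gsc, 22 had a UMI of Shh and 0 of Noto, whereas 22 of the 83 axial-mesoderm-like cells had Noto and 80 had Shh.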

As cluster 14 contained both notochord and prechordal plate cells it was collectively defined as the axial mesoderm.

**Figure 2:**
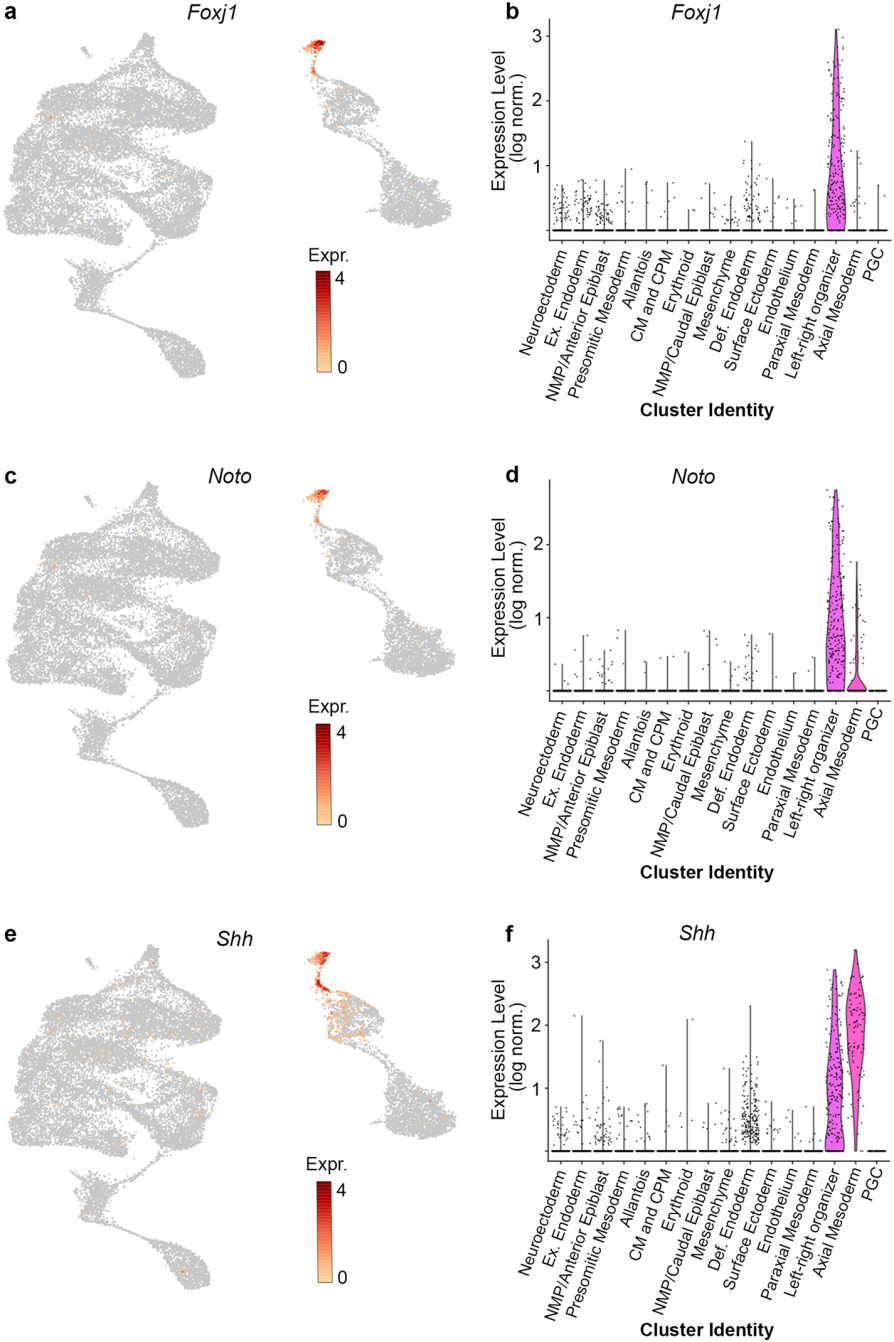
Identification of left–right organizer (LRO)/notochord clusters. Feature plots of *Foxj1* (**a**), *Noto* (**c**), and *Shh* (**e**). Each dot represents a single cell. Violin plots of *Foxj1* (**b**), *Noto* (**d**), and *Shh* (**f**) expression in the LRO (light purple) and axial mesoderm (dark pink) clusters. Each dot represents the log normalized expression value (y-axis) of a single cell of a particular cluster (x-axis). Expr, log normalized expression; Ex, extraembryonic; NMP, Neuromesodermal progenitors; CM, Cardiac mesoderm; CPM, Cardiopharyngeal mesoderm; Def, Definitive; PGC, Primordial germ cells.

**Figure 3:**
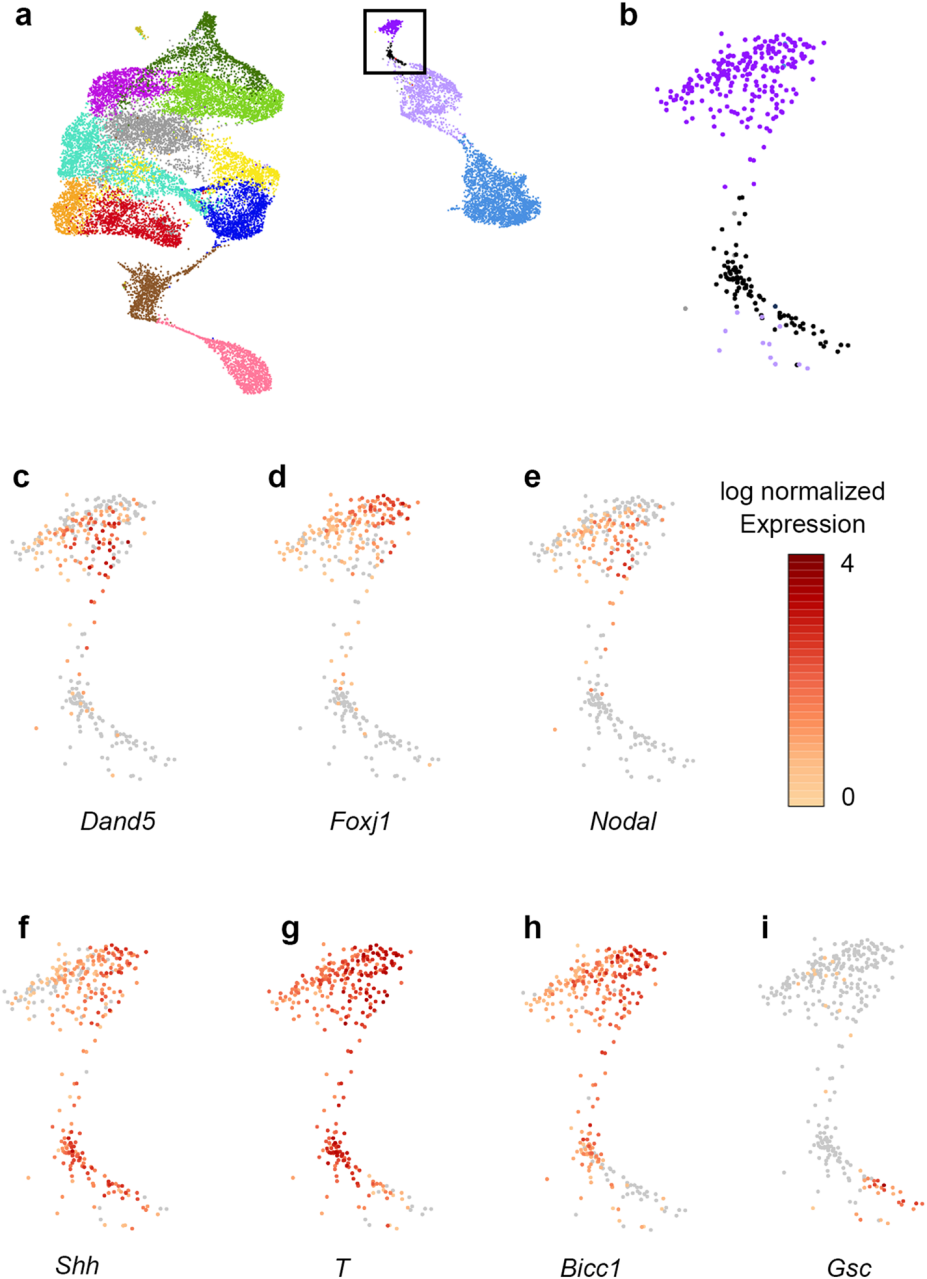
Gene expression within the left–right organizer (LRO)/axial mesoderm clusters. (**a**) UMAP with LRO/axial mesoderm clusters marked by a black box. (**b**) Magnified view of the black squared box from (**a**). (**c**–**i**) Expression of different genes within the LRO cluster, including the LRO specific genes (**c**) *Dand5*, (**d**) *Foxj1* and (**e**) *Nodal*, the LRO/notochord genes (**f**) *Shh*, (**g**) *T* and (**h**) *Bicc1*, as well as the prechordal plate gene (**i**) *Gsc*. Purple = cluster 13/LRO cluster; Black = cluster 14/axial mesoderm cluster.

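The 242 LRO-like cells were clustered again alone and divided into 2 sub-clusters at a resolution of 0.1. Sub-cluster 1 held 41, 46 and 77 cells of the 3 embryos (164 in all) and sub-cluster 2 held 29, 26 and 23 (78). Sub-cluster 1 is the one with the higher mean share of UMIs from cell cycle genes (Seurat's S and G2/M lists). By the genes that Fig. 4 shows, this is the paper's numbering. The median was 38704, 28984 and 32673 UMIs per cell in sub-cluster 1 and 12665, 6846.5 and 7598 in sub-cluster 2, a ratio of 3.86 ± 0.700 (SD, n = 3 embryos). The median number of UMIs per cell from the 196 genes of the LRO list (Supplementary Table S10) was 520, 246.5 and 263 in sub-cluster 1 and 623, 312.5 and 296 in sub-cluster 2, a ratio of 0.837 ± 0.0499. Both ratios went in the same direction in 3 of 3 embryos. Between the sub-clusters, 2969 of the 8101 genes tested passed an adjusted p of 0.05, 1571 higher in sub-cluster 2 and 1398 lower. Without the filter on low counts, 1551 were higher and 2111 lower, so that the balance of the directions is not stable. The test compares shares of UMIs, so its directions need not hold for UMIs per cell, of which sub-cluster 1 has more in total. For the LRO list as a whole, UMIs per cell were also higher in sub-cluster 2, by the ratio above. Count splitting, in which clusters come from one random part of the UMIs and values from the other part, moved this number most, to 1785.

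**Figure D1:**
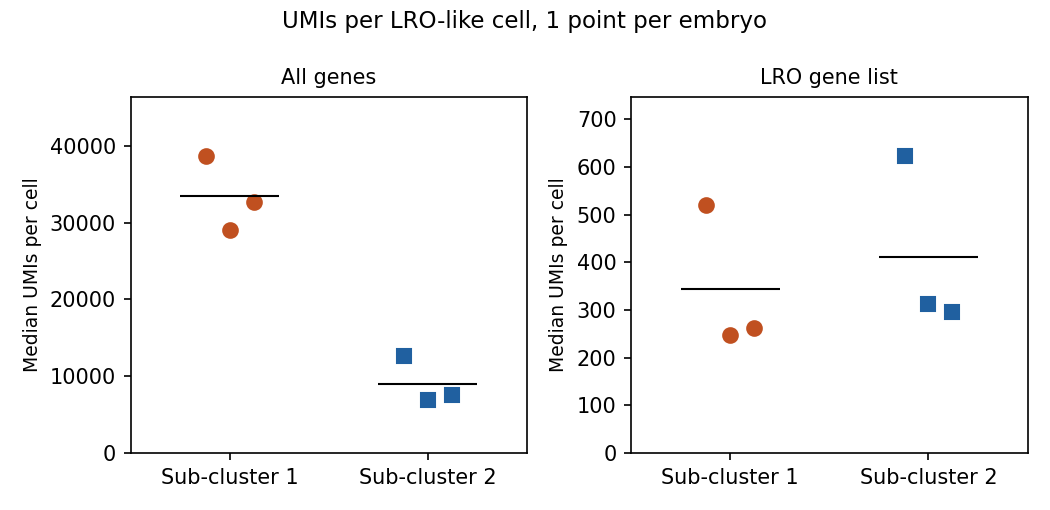
Median UMIs per cell (left) and median UMIs per cell from the genes of the LRO list (right) in the sub-clusters of the LRO-like cells, with 1 point per embryo and a line at the mean. Sub-cluster 1 has more UMIs per cell than sub-cluster 2 in all 3 embryos, and fewer from the LRO list.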

To further delineate these cells, we performed sub-clustering of the LRO cluster, which resolved into two subclusters (Fig. 4a,b). Seurat was used to identify differentially expressed genes. Several genes showed higher expression in sub-cluster 2, with known LRO genes *Fam183b* and *Cfap126* displaying the highest fold change (Fig. 4c,d and Supplementary Table S4). However, none of the differentially expressed genes were specific to this cluster. On the other hand, sub-cluster 1 showed several genes distinct from sub-cluster 2, including *Gja1*, *Mki67* and *Cdca3* (Fig. 4e–g and Supplementary Table S5). 

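By Seurat's average log2 fold change over pooled cells, Fam183b (1.96) and Cfap126 (1.93) ranked 1 and 2 among genes higher in sub-cluster 2. Fam183b (ENSMUSG00000049154, chromosome 11 from 58792797 to 58801960) had 1395 ± 350 CPM in sub-cluster 2 and 265 ± 57.4 in sub-cluster 1 (SD, n = 3 embryos), and Cfap126 (ENSMUSG00000026649, chromosome 1 from 171113918 to 171126967) had 780 ± 94.6 and 132 ± 30.7. In edgeR's test the log2 fold change was 2.34 (standard error 0.178, adjusted p = 5.19e-09) for Fam183b and 2.51 (standard error 0.164, adjusted p = 1.72e-09) for Cfap126. In UMIs per cell the difference was smaller, 14.5 ± 8.07 against 9.55 ± 2.70 for Fam183b and 7.91 ± 3.35 against 4.74 ± 1.29 for Cfap126, with more UMIs per cell in sub-cluster 2 in 3 of 3 embryos and a mean ratio within embryos of 1.45 ± 0.390 and 1.63 ± 0.281. The 5 genes with the largest log2 fold change towards sub-cluster 2 were Stoml3 (3.86), Cfap100 (3.70), Dnah2 (3.35), Pnmal2 (3.32) and Mt3 (3.29), at adjusted p between 4.94e-06 and 3.40e-05.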

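The share of cells with a UMI was 97.1% ± 5.02 in sub-cluster 2 and 97.5% ± 2.60 in sub-cluster 1 for Fam183b, and 100% and 95.4% ± 4.91 for Cfap126 (SD, n = 3 embryos), against 0.371% and 0.593% of erythroid-like cells. Among the 1571 genes higher in sub-cluster 2, the largest difference in this share was 26.2 percentage points. The median depth was 9107.5 UMIs per cell in sub-cluster 2 and 33576 in sub-cluster 1, which lowers shares in the former. With each cell thinned to 5000 UMIs, Fam183b was found in 94.0% of sub-cluster 2 and 57.1% of sub-cluster 1, and Cfap126 in 91.0% and 44.2%. In the thinned cells, 2 genes differed by over 60 percentage points towards sub-cluster 2 and were named after their values were seen, 1700016K19Rik (92.5% against 31.9%) and Ift57 (80.6% against 19.0%). Before thinning, their shares were 97.4% against 87.2% and 83.3% against 76.8%. Cells of sub-cluster 1 hold 3.86 ± 0.700 times as many UMIs, so thinning to an equal total removes more from them. A difference after thinning thus compares shares of UMIs and need not hold for UMIs per cell. Thinning left out 11 cells of sub-cluster 2 and 1 of sub-cluster 1.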

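Gja1 (ENSMUSG00000050953, chromosome 10 from 56377330 to 56402513) had a UMI in 92.8% ± 0.642 of sub-cluster 1 and 10.4% ± 2.68 of sub-cluster 2 (SD, n = 3 embryos). Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) was found in 92.3% ± 4.06 and 11.5% ± 3.48, and Cdca3 (ENSMUSG00000023505, chromosome 6 from 124829547 to 124833701) in 89.9% ± 4.15 and 9.04% ± 2.34. These genes are widely expressed, so that no cell type gives a background, and all cells but the LRO-like ones had them in 80.6%, 88.1% and 84.2%. After thinning, the shares in sub-clusters 1 and 2 were 38.7% and 7.46% for Gja1, 52.1% and 5.97% for Mki67, and 38.7% and 1.49% for Cdca3. From sub-cluster 1 to sub-cluster 2, the log2 fold change was -3.41 for Gja1 (standard error 0.332, adjusted p = 1.08e-07), -2.78 for Mki67 (standard error 0.302, adjusted p = 4.24e-07) and -3.23 for Cdca3 (standard error 0.363, adjusted p = 6.69e-07). Leaving out each embryo in turn gave -3.71 to -2.81 for Gja1, -3.16 to -2.06 for Mki67 and -3.66 to -2.63 for Cdca3. The 5 genes with the largest change towards sub-cluster 1, Hand1, Pcdh19, Cdx4, Foxf1 and Gng3, had no UMI in the 78 cells of sub-cluster 2. Against the limit that 3 UMIs set, they were at least 19.7-fold, 17.1-fold, 9.36-fold, 7.08-fold and 6.76-fold higher in sub-cluster 1. All cells but the LRO-like ones had these 5 genes in 33.7%, 25.8%, 25.3%, 26.9% and 32.3%. Droplets that hold an LRO cell and a cell of another type were not excluded, so these need not be genes of a type of LRO cell.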

Gene ontology (GO) enrichment was performed on the genes most specific to cluster 1 (defined by pct.1-pct.2 > 0.6 cut-off, see methods). The most enriched terms were for mitosis and/or cell cycle (Fig. 4h and Supplementary Table S6), suggesting the difference between these clusters may be due to cell cycle and not distinct cell types within the LRO.

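Of the 148 genes whose share of cells was over 60 percentage points higher in sub-cluster 1, 36 are among the 97 genes of Seurat's S and G2/M lists. With each cell thinned to 5000 UMIs, 4 genes were over this limit, named after their values were seen, with shares in sub-clusters 1 and 2 of 74.8% and 13.4% for Birc5, 91.4% and 26.9% for Pclaf, 79.1% and 17.9% for Top2a and 81.0% and 10.4% for Ube2c. In edgeR's test, 81 of the 95 genes of these lists that could be tested were higher in sub-cluster 1 at an adjusted p of 0.05, and 1 was higher in sub-cluster 2. The S and G2/M genes made up a median of 1.34%, 1.42% and 1.34% of the UMIs of a cell in sub-cluster 1 of the 3 embryos, and 0.474%, 0.476% and 0.465% in sub-cluster 2. The direction follows from the numbering, which went by the share of these genes. Of the 1398 genes higher in sub-cluster 1, 1317 lie outside these lists. When the LRO-like cells were clustered without the S and G2/M genes, 240 of the 242 cells fell into the same sub-cluster, which does not decide on the cell cycle, since genes of the cell cycle outside these lists stay in. No gene ontology library was used, so the terms of Fig. 4h were not computed again. From the enriched terms, the paper proposes that the sub-clusters may differ in the cell cycle and may not be distinct types of LRO cells. Droplets that hold an LRO cell and a cell of another type also stay open as a source of sub-cluster 1.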

**Figure 4:**
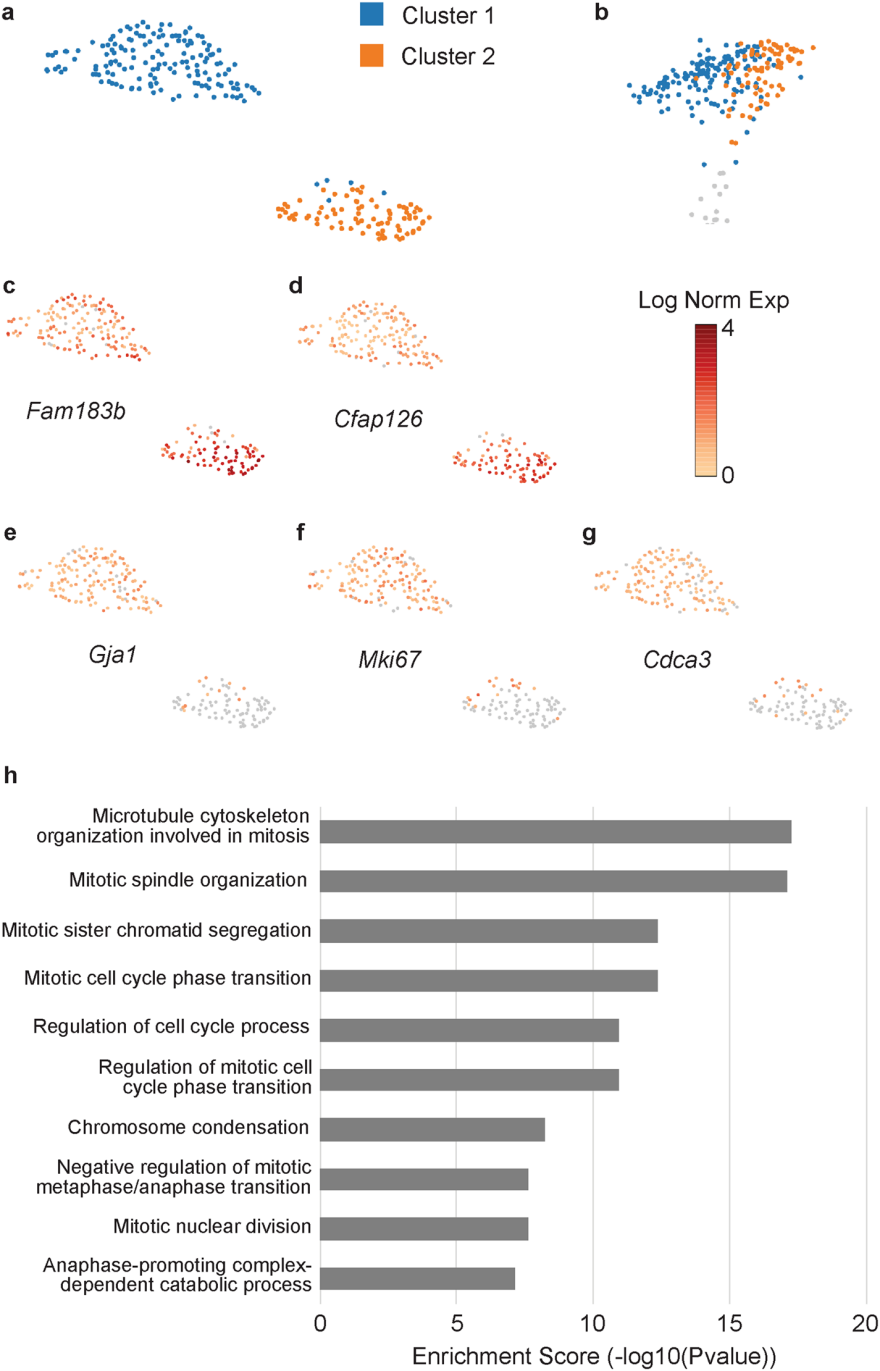
Identification of left–right organizer (LRO) cell subtypes. (**a**) Subclusters within the LRO cluster. (**b**) Position of the subclusters within the original LRO cluster. (**c**–**g**) Expression of different genes within the LRO subclusters, including the LRO genes (**c**) *Fam183b*, (**d**) *Cfap126*, (**e**) as well as *Gja1*, (**f**) *Mki67*, and (**g**) *Cdca3* mitosis and cell cycle-related genes. (**h**) Gene ontology analysis of the cluster 1 specific genes.

### Comparison of bulk RNA-seq and scRNA-seq LRO specific genes

The LRO transcriptome was also analyzed by bulk RNA-seq for scRNA-seq gene validation. To isolate these cells for RNA-seq, the EGFP expressing LRO cells as well as the surrounding EGFP negative non-LRO cells from *FOXJ1-EGFP* mouse embryos were sorted using FACS (Supplementary Fig. S4). LRO and non-LRO transcripts were quantified in reads per kilobase per million (RPKM) to normalize for length of RNA and sequencing depth between samples using Partek^®^ Genomics Suite^®^ software which also determined fold-change and q-values. To define genes restricted to the LRO we limited genes to those with 0 RPKM in the non-LRO cells and a q-value < 0.01. We further limited the genes to those with a > 1 RPKM in the LRO cells, which gave a final list of 17 LRO specific genes (Supplementary Table S7). We used the scRNA-seq data to generate expression and violin plots of these 17 genes to determine their expression patterns (Supplementary Fig. S5). Twelve of these genes were specific to the LRO whereas two were largely restricted to the LRO but also had some expression in the axial mesoderm (Supplementary Table S7). 

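The 17 genes of the bulk RNA-seq list were looked up in the single-cell counts, and 15 of them could be tested in LRO-like against other cells. All 15 were higher in LRO-like cells at an adjusted p of 0.05, both over all genes and adjusted over the list alone. Among them, Noto and Pifo also belong to the list that named the LRO-like cluster. For the 12 genes that Supplementary Table S7 calls specific to the LRO, the log2 fold change was between 6.18 and 10.08. Over pooled cells, the share of LRO-like cells with a UMI was between 7.02% and 92.6%. The lowest share was that of Gm572, with 20 UMIs in 17 LRO-like cells and 2 UMIs in all other cells. The highest share in any other cluster was 31.9% of primordial-germ-cell-like cells for Efcab10, and the highest in axial-mesoderm-like cells was 16.9%, for the same gene, against 0.519% of erythroid-like cells. Pifo had a UMI in 97.5% of LRO-like and 34.9% of axial-mesoderm-like cells over pooled cells (thinned, 73.9% and 16.3%), against 0.371% of erythroid-like cells, and a log2 fold change of 7.34 (standard error 0.271, adjusted p = 6.75e-08) against all other cells.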

No expression was detected for the remaining three in any cluster, which is likely due to differences in sensitivity between the two assays (Supplementary Table S7). These results collectively show there is consistency between the genes detected via bulk RNA-seq and scRNA-seq, indicating that scRNA-seq can be used to identity LRO specific genes.

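H2-DMb1 (ENSMUSG00000079547, chromosome 17 from 34153072 to 34160230) had 7 UMIs in 7 of the 242 LRO-like cells (2.89%) and 74 UMIs in all other cells, against 0.0742% of erythroid-like cells. Its log2 fold change in LRO-like cells was 2.68 (standard error 0.640, adjusted p = 0.0170), 2.76 without the second embryo and 2.18 without the third, and neither of these passed an adjusted p of 0.05. Ferd3l had 0 UMIs in LRO-like cells and 7 in all other cells, and Defa22 had 0 and 1. Their expression in the LRO was not detectable at this depth. The paper proposes that the assays differ in sensitivity.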

### Generation of the LRO gene list

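In LRO-like against all other cells, 15708 genes passed the filter on low counts and 2819 of them an adjusted p of 0.05, 1829 higher in LRO-like cells and 990 lower. With LRO-like sub-cluster 2 alone, an alternative chosen after the sub-clusters were seen, the number was 5299. Of the alternatives set before, the one with the embryo as a block gave 4784 (2352 higher and 2432 lower), and without the second embryo it was 1287 (1126 higher and 161 lower), so that the balance of the directions is not stable. Of the 822 genes in Supplementary Table S8, 706 were among the 1829. Over the genes in that table, Seurat's average log2 fold change computed from the LRO-like cells and the paper's value had a correlation of 0.9999 across genes, which are not independent replicates, and the largest difference was 0.0413.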

A list of differentially expressed LRO genes was generated with Seurat (Supplementary Table S8). In order to restrict our list to highly enriched LRO genes, we filtered the initial gene list using more stringent cut-offs to remove genes with expression in other clusters. The cutoffs were chosen based on 27 previously published LRO specific genes (Supplementary Table S9). 

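In edgeR's test, all 27 genes of Supplementary Table S9 were higher in LRO-like cells than in all other cells at an adjusted p of 0.05, over all genes and adjusted over the list alone. Their log2 fold change was between 2.37, for Ccdc40, and 10.13, for Cfap161. Some of these genes also named the LRO-like cluster. With the cut-offs of Methods, which are an average log2 fold change over 0.4412, a fraction of LRO cells with a UMI over 0.374, one of other cells under 0.325 and a difference over 0.347, 25 of the 27 passed.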

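The same cut-offs were applied to the LRO-like and all other cells of this clustering, pooled over embryos. They were passed by 234 genes, of which 192 are among the 196 of Supplementary Table S10. The depth of the cells moved this most, since with each cell thinned to 5000 UMIs 58 genes passed, 42 of them in that table. With the cut-offs required in each of the 3 embryos, 123 genes passed, 118 of them in the table. In edgeR's test, which uses no cut-off on shares, all 196 genes were higher in LRO-like cells, with a median log2 fold change of 5.35 and a smallest of 1.94. The study chose these genes on the same embryos, so this is not independent evidence. As a share of UMIs, all 196 were also higher in sub-cluster 2 than in sub-cluster 1 at an adjusted p of 0.05. The size of this difference depends on the scaling by the total, which is 3.86 ± 0.700 times as large per cell in sub-cluster 1 (SD, n = 3 embryos). Median UMIs per cell from the whole list were still higher in sub-cluster 2 in all 3 embryos (sub-cluster 1 over 2, 0.837 ± 0.0499). In UMIs per cell, Dand5 had 6.00 ± 4.17 in sub-cluster 2 and 5.58 ± 3.81 in sub-cluster 1, and Nodal 2.85 ± 2.06 and 2.48 ± 1.85. Foxj1 had 5.62 ± 3.11 and 3.35 ± 1.49, and Noto 4.53 ± 2.46 and 3.16 ± 0.807.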

After filtering the Seurat gene list based on these cut-offs, 196 genes remained and were defined as the LRO transcriptome (Supplementary Table S10).

We performed GO enrichment to determine which biological processes were statistically enriched in the LRO gene list. Consistent with the known importance of cilia for LRO function, 9 out of the 10 of the biological process terms with the highest enrichment score were related to cilia assembly or movement (Fig. 5a and Supplementary Table S11). 

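As no gene ontology library was used, cilium genes were taken by the symbols of 10 families (Bbs, Cfap, Dnaaf, Dnah, Dnai, Drc, Ift, Rsph, Spef and Tekt). Of the 234 genes that passed the cut-offs, 33 (14.1%) belong to these families. The background was the 8179 genes with a UMI in over 0.374 of the cells of at least 1 cluster, of which 46 (0.562%) belong to them. The odds ratio was 99.7 (two-sided Fisher's exact test across genes, p = 8.61e-42), and it was between 33.9 and 101 in the alternatives. Cfap contributed 11 genes, Dnah 5, Drc, Ift, Rsph and Tekt 3 each, Dnaic and Spef 2 each and Dnaaf 1. Of the 196 genes of the paper's list, 31 belong to these families.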

To understand the functional relevance of the gene list, we also performed GO enrichment for the mammalian phenotypes that were statistically enriched in the LRO gene list (Fig. 5b and Supplementary Table S12). Of the 10 most enriched terms, the majority were previously linked to abnormal establishment of LR asymmetry, such as *situs inversus* and heterotaxia, or terms linked to phenotypes found in patients with heterotaxy syndrome, such as dextrocardia and left pulmonary isomerism. The remaining terms were phenotypes linked to abnormal cilia phenotypes, likely due to the critical role of cilia for LRO function. The large number of terms associated with heterotaxy together with the known role of the LRO in establishment of LR patterning suggested that the LRO gene list could be a source of novel heterotaxy genes. We therefore compared this list to a recently compiled list of known laterality defect genes^19^ as well as genes listed in the mouse genome database as having the annotated phenotype of ‘heterotaxia’ or ‘abnormal left–right patterning’ in the mammalian phenotype browser^33^. We found 28 genes in the list have previously been associated with heterotaxy or *situs inversus* in humans and 31 have been associated with either heterotaxia or abnormal LR patterning in mice. Due to a 19 gene overlap between the human and mouse phenotypes this gave a total 40 genes previously associated with heterotaxy in humans or mice (Supplementary Table S13). The remaining 156 genes have not been previously associated with heterotaxy in humans or mice to our knowledge.

**Figure 5:**
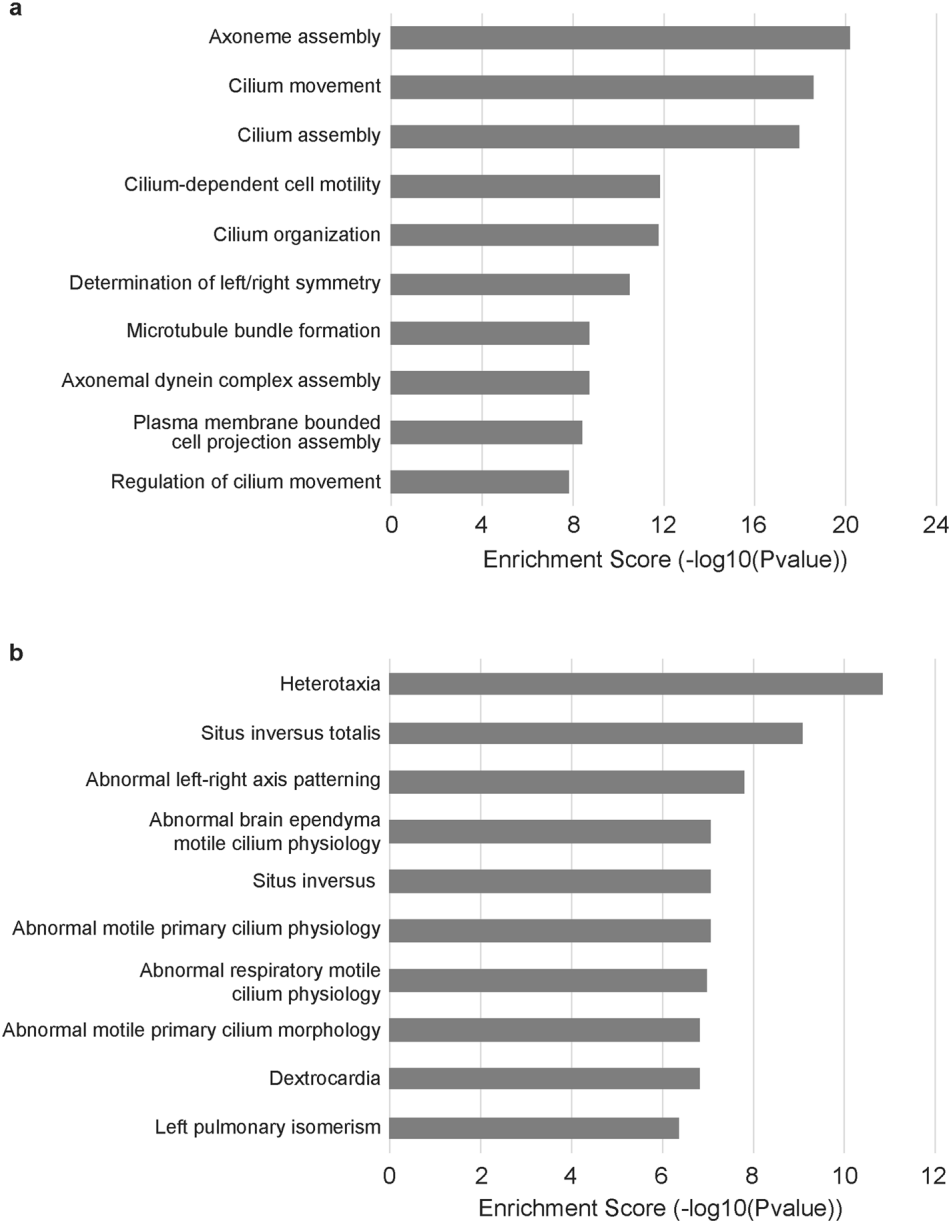
Gene Ontology analysis of left–right organizer (LRO) gene list. (**a**) Top ten enriched biological process terms. (**b**) Top ten enriched mammalian phenotype terms.

To understand which of these genes were truly novel LRO genes, we compared our list of 196 LRO genes to three previous sources of LRO genes (Supplementary Table S13). First, we manually examined expression of all 196 genes at E7.5–8.5 in the mouse Gene Expression Database (GXD)^34^ and thus identified 44 genes with previous published in situ staining in the LRO. Second, we compared our 196 genes to a list of LRO/notochord genes that has previously been generated via microarray comparison of wildtype and *Foxa2* mutant embryos^30^. Of the 20 LRO/notochord genes identified in the paper, 12 were found in our LRO gene list. Examination of the remaining eight genes in GXD showed that the other genes were not specific to the LRO, with additional regions of expression in the midline or extraembryonic tissues. Third, we compared our list to a paper that examines the spatial transcriptome of gastrulation stage embryos and defines LRO specific genes based on the assumption that the LRO is located at the distal tip of the embryo at E7.5^31^. Of the 50 LRO specific genes identified in that paper, 39 were present in our gene list. Of the remaining eleven, only *Smoc1* had data in the GXD at the correct stage and it was expressed in the LPM in addition to the LRO. As there is overlap between these three methods of identifying gene lists, overall, there were 69 genes that have previously been defined as LRO genes. 

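Ttll3 (ENSMUSG00000030276, chromosome 6 from 113389260 to 113414587) had a UMI in 62.8% ± 6.35 of LRO-like cells (SD, n = 3 embryos) and 1.78% of erythroid-like cells (thinned, 31.3% and 0.521%). Its log2 fold change in LRO-like against all other cells was 4.82 (standard error 0.253, adjusted p = 5.75e-07). Syne1 (ENSMUSG00000096054, chromosome 10 from 5020917 to 5551482) was detected in 60.4% ± 13.1 of LRO-like cells against 2.74% of erythroid-like cells (thinned, 24.8% and 0.521%), with a log2 fold change of 4.52 (standard error 0.271, adjusted p = 1.44e-06). For Sparcl1 (ENSMUSG00000029309, chromosome 5 from 104079111 to 104113733) the shares were 79.0% ± 12.4 and 0.445% (thinned, 41.3% and 0.149%), and the log2 fold change was 3.99 (standard error 0.283, adjusted p = 4.57e-06). Sparcl1 was also found in 10.6% ± 3.89 of all other cells, where it had 6.32 ± 1.13 CPM against 109 ± 51.0 in LRO-like cells. In axial-mesoderm-like cells, Ttll3 had 1 UMI, Syne1 6 and Sparcl1 9.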

We have therefore identified 127 potential novel LRO genes (of which 19 have previously been associated with heterotaxy in humans/mice and the remaining 108 have not been associated with heterotaxy or other laterality defects). Whole mount in situ hybridization confirmed the expression of some of these novel genes in the LRO including *Ttll3*, *Syne1,* and *Sparcl1* (Fig. 6).

**Figure 6:**
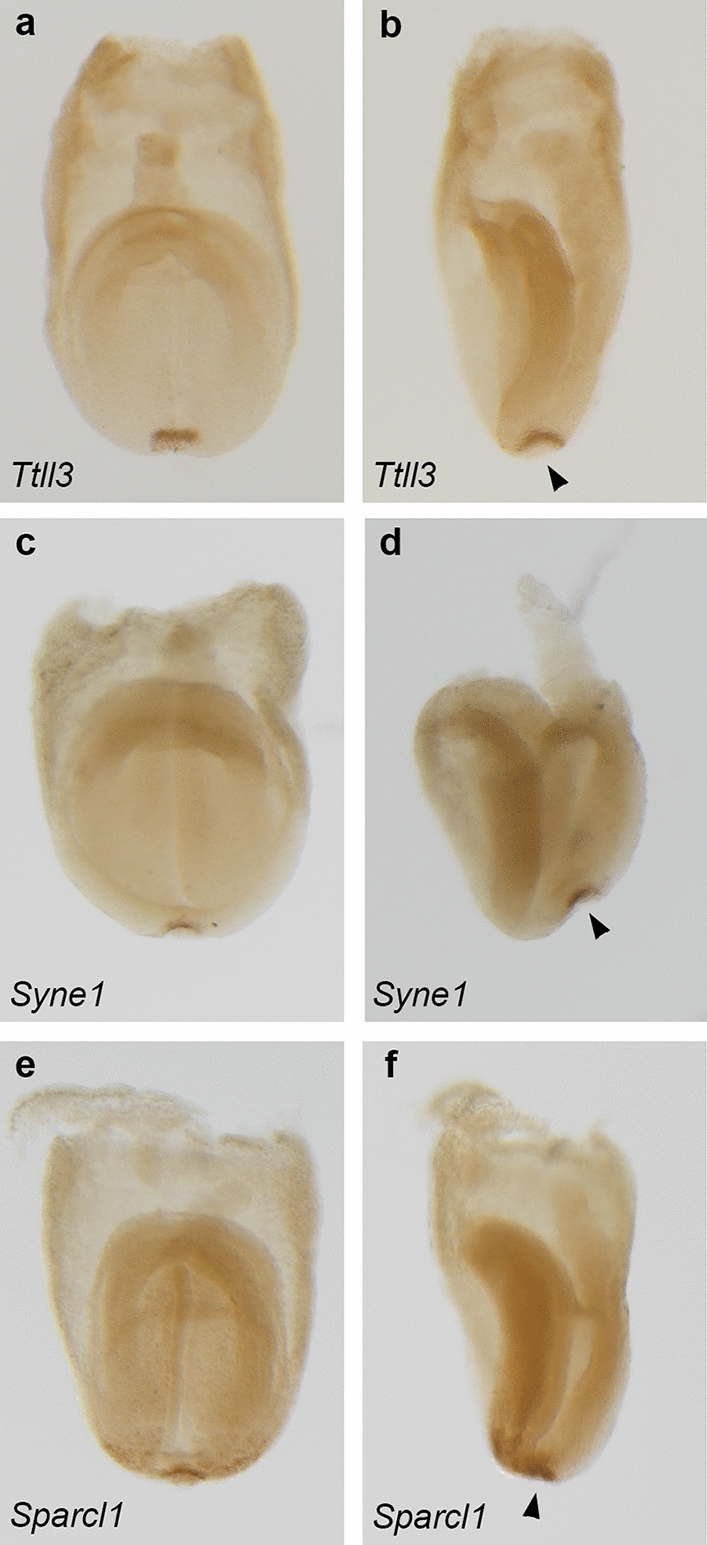
RNAscope in situ hybridization of novel left–right organizer (LRO) genes. (**a**–**d**) Whole mount in situ hybridization of 0–1 somite embryos showing expression (dark brown) of (**a**–**b**) *Ttll3* **(**n = 3), (**c**–**d**) *Syne1 * (n = 5) and *Sparcl1 * (n = 5) in the LRO. (**a**, **c**, **e**) Frontal view and (**b**, **d**, **f**) lateral view of embryos. Arrowheads point to LRO.

It is worth noting that not all known heterotaxy/laterality genes were previously identified LRO genes (Fig. 7). For example, *Ccdc114*, *Dnaaf3* and *Lrrc56*, have previously been associated with heterotaxy or *situs inversus*^35–38^, but the expression patterns for these genes at the onset of LR asymmetry has not been examined. Thus, the finding of LRO expression might be useful for uncovering the mechanistic basis by which these genes affect LR patterning.

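In the single-cell counts, Ccdc114 (ENSMUSG00000040189, chromosome 7 from 45924072 to 45948963) had a UMI in 68.3% ± 7.31 of LRO-like cells (SD, n = 3 embryos) and 3.56% of erythroid-like cells (thinned, 30.9% and 1.34%). Dnaaf3 (ENSMUSG00000055809, chromosome 7 from 4522933 to 4532453) was found in 51.4% ± 16.2 against 0.890% (thinned, 17.4% and 0.0745%), and Lrrc56 (ENSMUSG00000038637, chromosome 7 from 141194157 to 141210055) in 56.4% ± 13.6 against 1.04% (thinned, 20.9% and 0.149%). The log2 fold change in LRO-like against all other cells was 4.10 (standard error 0.226, adjusted p = 7.72e-07) for Ccdc114, 4.45 (standard error 0.371, adjusted p = 1.59e-05) for Dnaaf3 and 3.92 (standard error 0.249, adjusted p = 2.07e-06) for Lrrc56. With each embryo left out in turn, it stayed between 3.92 and 4.41, 3.89 and 4.78, and 3.80 and 4.12.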

**Figure 7:**
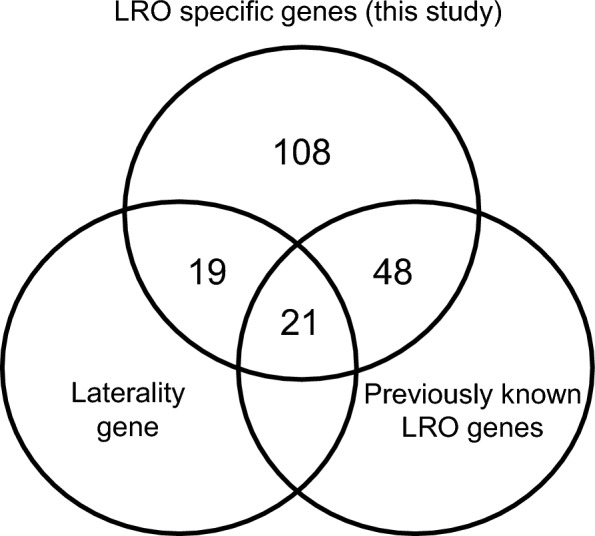
Venn diagram of left–right organizer (LRO) gene list. The genes previously associated with laterality defects (either heterotaxy or *situs inversus*) or identified as LRO specific genes.

The LRO has been challenging to study due to this structure’s transient nature, small size, and low cell number. As such, despite the critical role of the LRO for establishing LR asymmetry and the known association of genes critical for structure/function of the LRO with heterotaxy, the LRO transcriptome has been poorly characterized. Improvements in technology have enabled us to improve our understanding of this structure by using scRNA-seq to examine the LRO transcriptome and thus identify 127 novel LRO genes. Given the enrichment of known heterotaxy genes within our LRO gene list, as well as the link between establishment of LR asymmetry and heterotaxy, this list represents a potential new source of candidate heterotaxy genes. Indeed, while this paper was under review, mutation of *TTC12* (one of our LRO expression genes) was identified in humans with laterality defects and validated using a zebrafish model^39^. Thus, this gene list will be a useful resource for the research community, particularly for those studying LRO morphogenesis and establishment of LR asymmetry.

## Methods

### Mice, embryo collection and genotyping

For the scRNA-seq and RNAscope experiments, mice were housed in the AAALAC accredited Indiana University School of Medicine Animal Facility. Embryos were harvested at E8.0 in ice-cold phosphate buffered saline (PBS). For the scRNA experiments, PBS was supplemented with 10% (v/v) of fetal bovine serum (FBS/PBS). Embryos aged between 0 and 1 somite were selected for further analysis and the extraembryonic tissue was removed for DNA extraction and genotyping. Briefly, the extraembryonic tissue from each embryo was divided into two pieces. Half of this tissue was lysed using the Hotshot lysis buffer^40^ for 10 min at 95 °C. The other half was lysed using the Cells-to-Ct 1-Step TaqMan kit (ThermoFisher, Carlsbad, CA, USA) following the manufacturer’s instructions. Both DNA samples were genotyped using the *Zic3* genotyping assay previously described^41^, which includes *Sry* primers for sex determination.

For FACS experiments, mice were housed in the AAALAC accredited Cincinnati Children’s Hospital Research Foundation Animal Facility. The *FOXJ1*-*EGFP* mouse line^42^ was a gift from Dr. Kenny Campbell, Cincinnati Children’s Hospital Medical Center (CCHMC). Embryos were harvested at E8.25 in ice-cold FBS/PBS.

Mice were maintained on a C57BL/6 × 129 SvEv background and all experiments were approved by the Institutional Animal Care and Use Committee (IACUC). All experiments were performed in accordance with IACUC guidelines and regulations. Authors complied with ARRIVE guidelines.

### Single-cell sample preparation for 0–1 somite embryos

Embryos were dissociated and the resulting cell suspensions were processed separately for library preparation. Briefly, embryos were washed with Ca^+2^/Mg^+2^ free Dulbecco’s phosphate buffered saline (DPBS; Gibco, Life Technologies Corporation, Grand Island, NY, USA) to remove any FBS. Embryos were incubated in TrypLE™ Express (Gibco) at 37 °C for 6–7 min with intermittent pipetting using wide bore tips. Once embryos were completely dissociated, the enzyme was quenched using 10% FBS/DPBS (Ca^+2^/Mg^2+^ free) before the cells were resuspended in Ca^2+^/Mg^2+^ free DPBS containing 5% (v/v) endotoxin free FBS. Cell viability (i.e., lack of dead cells), number and size were confirmed with a hemocytometer. The single cell suspensions from individual embryos were loaded on a multiple-channel micro-fluidics chip of the Chromium Single Cell Instrument for GEM generation (10 × Genomics Inc., Pleasanton, CA, USA) with a targeted cell recovery of 5000–10000.

### scRNA-seq library preparation, sequencing, and alignment

The single cell suspension was processed using the 10 × Genomics Chromium Single Cell System (10 × Genomics, Inc.). Gene expression libraries were constructed using Chromium™ Single Cell 3’ Library and Gel Bead kit V3 (PN-120267), the Chromium™ Single Cell A Chip kit (PN-1000009) and Chromium™ i7 Multiplex Kit (PN-120262). Sequencing was performed by the Center for Medical Genomics (CMG) at Indiana University with the NovaSeq 6000 platform (Illumina, Inc., San Diego, CA, USA). Raw sequence data was processed with CellRanger 3.1.0 (10 × Genomics, Inc) and Bcl2fastq (https://support.illumina.com) transformed into sample-specific FASTQ files which were then aligned to the mouse reference genome mm10 (EGFP sequence was included) with the RNA-seq aligner STAR. The aligned reads were traced back to individual cells and the gene expression level of individual genes were quantified based on the number of UMIs (unique molecular indices) detected in each cell. The filtered feature-cell barcode matrices generated by CellRanger were used for further analysis.

### Quality control and clustering

Quality control analysis and clustering were performed with the R package Seurat version 4.0.4^43,44^. Briefly, the QC metrics of library size, number of features/genes, and mitochondrial reads were calculated. Cells with unique features/gene counts over 8500 (for the first and third embryo) or 7500 for the second embryo were deemed low quality and discarded. Cells with unique features/gene counts under 1500 and/or with a mitochondria gene percentage of over 10% were also discarded. After cells underwent an initial round of clustering, three clusters were removed due to cells with abnormally low mitochondrial percentage and feature counts, as well as overlap of markers of different cell subtypes (i.e., doublets or empty droplets). Then, the remaining cells were re-clustered, and the resulting clusters were annotated via expression of known marker genes. A heatmap and dot plot of the marker genes within these clusters were created with Seurat. The Seurat FindAllMarkers function identified gene expression markers for the resulting clusters. Loupe Browser 5.0.1 (10 × Genomics, Inc) was used for visualization and interactive examination of gene expression.

### RNAscope

Embryos were fixed in 4% (v/v) paraformaldehyde (PFA) diluted in PBS overnight at 4 °C. Embryos were then dehydrated through a methanol series and stored at − 20 °C for up to 3 weeks and rehydrated through a methanol series before performing the chromogenic *in-situ* hybridization assay using the RNAscope^®^ 2.5 High Definition—Brown kit (Advanced Cell Diagnostics, Newark, CA, USA) with some modifications to the manufacturer’s instructions. Briefly, embryos were not allowed to air-dry at any point. Embryos were first washed twice in PBST [PBS containing 0.1% (v/v) Tween-20], then bleached in 6% (v/v) hydrogen peroxide/PBS for 1 h and washed twice in PBST. After permeabilization with 10 µg/mL proteinase K for 45 s, embryos were incubated with 100 mM glycine followed by two washes in PBST. Embryos were then postfixed in 4% (v/v) PFA and 0.2% (v/v) glutaraldehyde diluted in PBS for 30 min at room temperature and washed twice in PBST. Embryos were washed once in PBS before an overnight incubation at 40 °C with 200 µL of one of the following RNAscope probes: *Mm-Sparcl1* (424641), *Mm-Syne1* (316511) and *Mm-Ttll3* (586791). Unless otherwise stated, embryos were washed twice with the Wash buffer (provided in the kit), 2 min each, at room temperature prior to incubation steps, and incubations were performed at 40 °C. Incubations for signal amplification and detection were carried out as follows: 400 µL of AMP1 for 30 min, 400 µL of AMP2 for 15 min, 400 µL of AMP3 for 30 min, 400 µL of AMP4 for 15 min, 400 µL of AMP5 at room temperature for 30 min, 400 µL of AMP6 at room temperature for 15 min, and a final incubation with 300 µL DAB-A/DAB-B at room temperature for 10 min. Embryos were then washed once with Wash buffer and once with PBS before imaging using a Nikon DS-Ri2 16MP digital camera attached to a Nikon SMZ1500 Zoom stereomicroscope (Nikon Inc., NY, USA).

### FACS sample preparation

Six *FOXJ1*-*EGFP* embryos ranging from 0 to 4 somites were collected and pooled to give 1086 EGFP^+^ LRO cells yielding 2.5 ng of RNA. A separate pooled sample, corresponding to the same LR patterning stages, was used for the collection of 12,000 surrounding EGFP^-^, non-LRO cells, yielding 206.7 ng of RNA. LRO cells were isolated from *FOXJ1*-EGFP embryos post micro-dissection and single cells in suspension were subjected to FACS as previously described^45^. EGFP^+^ and EGFP^-^ cells were sorted separately into RNA lysis buffer (Qiagen, Germantown, MD, USA). RNA purification was performed according to the RNeasy Micro kit protocol (Qiagen). Agilent RNA 6000 Pico Chip (Agilent Technologies, Santa Clara, CA, USA) was used to determine the quantity and quality of total RNA, yielding RNA integrity numbers greater than 9.0 (Supplementary Fig. S4a).

### Library preparation and analysis for bulk RNA-seq for mouse LRO and non-LRO cells

For the transgenic *FOXJ1-EGFP* mouse, the Ovation RNA-Seq System v2 (NuGEN, Tecan Group Ltd., Männedorf, Switzerland) was used to create double stranded cDNA from total RNA. The concentration of double stranded cDNA was calculated using the Qubit dsDNA BR Assay kit (Life Technologies). A DNA 1000 LabChip (Agilent Technologies) was used to analyze the size distribution of the cDNA. The cDNA library was prepared with the Nextera DNA Sample Preparation kit (Illumina) and the resulting library sequenced with an average of 40 million, 50 base-pair, single-end reads on an Illumina HiSeq 2500 platform according to Illumina protocols.

RNA-seq analysis follows the TopHat/Partek Genomics pipeline. All sequenced reads were mapped to the reference mouse genome using TopHat, which this aligns reads spanning known or novel splice junctions to create BAM files. The differential gene and transcript expression analysis was performed using RNA-seq workflow in Partek^®^ Genomics Suite^®^ software, version 6.6^©^ (2017 Partek Inc., St. Louis, MO, USA). Briefly, the BAM files were imported into Partek software for mRNA quantification. Differences in expression were determined by log-likelihood test that generated Chi-square and *p*-values at gene-level. Multiple test correction to reduce false discovery rate was applied using Partek GS RNA-seq workflow.

### Generation of LRO gene list and gene enrichment analysis

The LRO gene list was defined based on the following cut-offs: avg_log2FC > 0.4412, pct.1 > 0.374, pct.2 < 0.325 and pct.1–pct.2 > 0.347, where Pct.1 = percentage of cells in the LRO cluster that express the gene and Pct.2 = percentage of cells in the non-LRO clusters that express the gene. The cut-off, pct.1–pct.2 > 0.6 was used to identify the enriched genes when subclustering the LRO cluster. Enrichr^46^ was used for gene enrichment analysis.

## Supplementary Information

Supplementary Information.

Supplementary Tables.

## Data Availability

The datasets generated and/or analyzed during the current study have been deposited in the Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE212460.

# Supplementary material for: Single cell RNA analysis of the left–right organizer transcriptome reveals potential novel heterotaxy genes
**Source:** Sci Rep. 2023 Jul 1;13:10688. doi: 10.1038/s41598-023-36862-2
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Single cell RNA analysis of the left-right organizer transcriptome reveals potential novel heterotaxy genes**

Helen M. Bellchambers<sup>1,†</sup>, Amruta R. Phatak<sup>1,†</sup>, Mardi J. Nenni<sup>2</sup>, Maria B. Padua<sup>1</sup>, Hongyu Gao<sup>3</sup>, Yunlong Liu<sup>3</sup>, Stephanie M. Ware<sup>1,3,\*</sup>

<sup>†</sup> These authors contributed equally to this work

## Supplementary Methods – Annotation of cell types

To determine the cluster identities, the cells were first roughly divided into three major cell lineages: ectoderm, mesoderm, and endoderm. Clusters were identified as endoderm cells by expression of the general endoderm markers *Spink1*, *Sox17* and *Foxa2*. Within these clusters, two mesendoderm clusters were identified by overlapping expression of the endoderm marker *Foxa2* and the mesoderm marker *T*. The annotation of these mesendoderm clusters into left-right organizer and axial mesoderm is described in detail in the main text.

Extraembryonic endoderm was identified by expression of several markers including *Ttr*, *Apoa2*, *Apoa1*, *ApoE*, *Apoc1a* and *Afp*. The remaining endoderm cluster was identified as definitive endoderm by expression of the marker *Apela* and absence of the other endoderm markers.

Ectoderm clusters were identified by expression of the general ectoderm markers *Sox2* and *Dlx5*. Some cells were shown to have expression of both general ectoderm markers and mesoderm markers, based on expression of both *Sox2* and *T*, which has previously been described for the bi-potent neuromesodermal progenitors (NMP). These appear to be cells that remain capable of forming either ectoderm or mesoderm (i.e., epiblast cells). One of these clusters also showed expression of the caudal marker *Wnt3a* and was thus defined as NMP/caudal epiblast. The other cluster showed expression of several anterior markers including *Otx2*, *Six3* and *Hesx1* and so was defined as NMP/anterior epiblast. The remaining ectoderm clusters were identified as neuroectoderm by expression of *Sox1* and *Pou3f1* or as surface ectoderm by expression of *Wnt6*.

Of the remaining clusters, the mesenchyme cells were identified by expression of *Bmp4* and *Ahnak*, the allantois clusters were identified by expression of *Hoxa10*, *Hoxa11*, and *Tbx4*, the erythroid cells were identified by expression of *Hbb-bh1*, *Cited4* and *Gypa* whereas the endothelium cells were identified by expression of *Kdr* and *Esam*. The remaining three clusters showed expression of one or more mesoderm markers. Of these, one was identified as presomitic mesoderm due to expression of many presomitic markers including *Tbx6*, *Dll1*, *Dll3*, *Msgn1*, *Hes5*, *Hes7*, *Rspo3* and *Lfng*.

One of the remaining clusters appears to be a mix of two different cell types. All cells within the cluster showed expression of *Isl1* and *Nkx2-5*. A portion of the cells within this cluster showed expression of multiple cardiac mesoderm markers including *Tnnt2*, *Myl4*, and *Myl7*. The other cells in the cluster showed expression of *Tbx1*, which is known to mark the cardiopharyngeal mesoderm when its expression overlaps with *Isl1* or *Nkx2-5*. We thus termed this cluster the cardiac and pharyngeal mesoderm cluster.

The remaining cluster showed expression of *Tbx1*, which marks the head mesoderm as well as *Tcf15*, *Meox1*, *Aldh1a2a* and *Foxc1* which are markers of the presomitic/somitic mesoderm. These cells were labelled paraxial mesoderm, a term which includes both the somitic and head mesoderm.

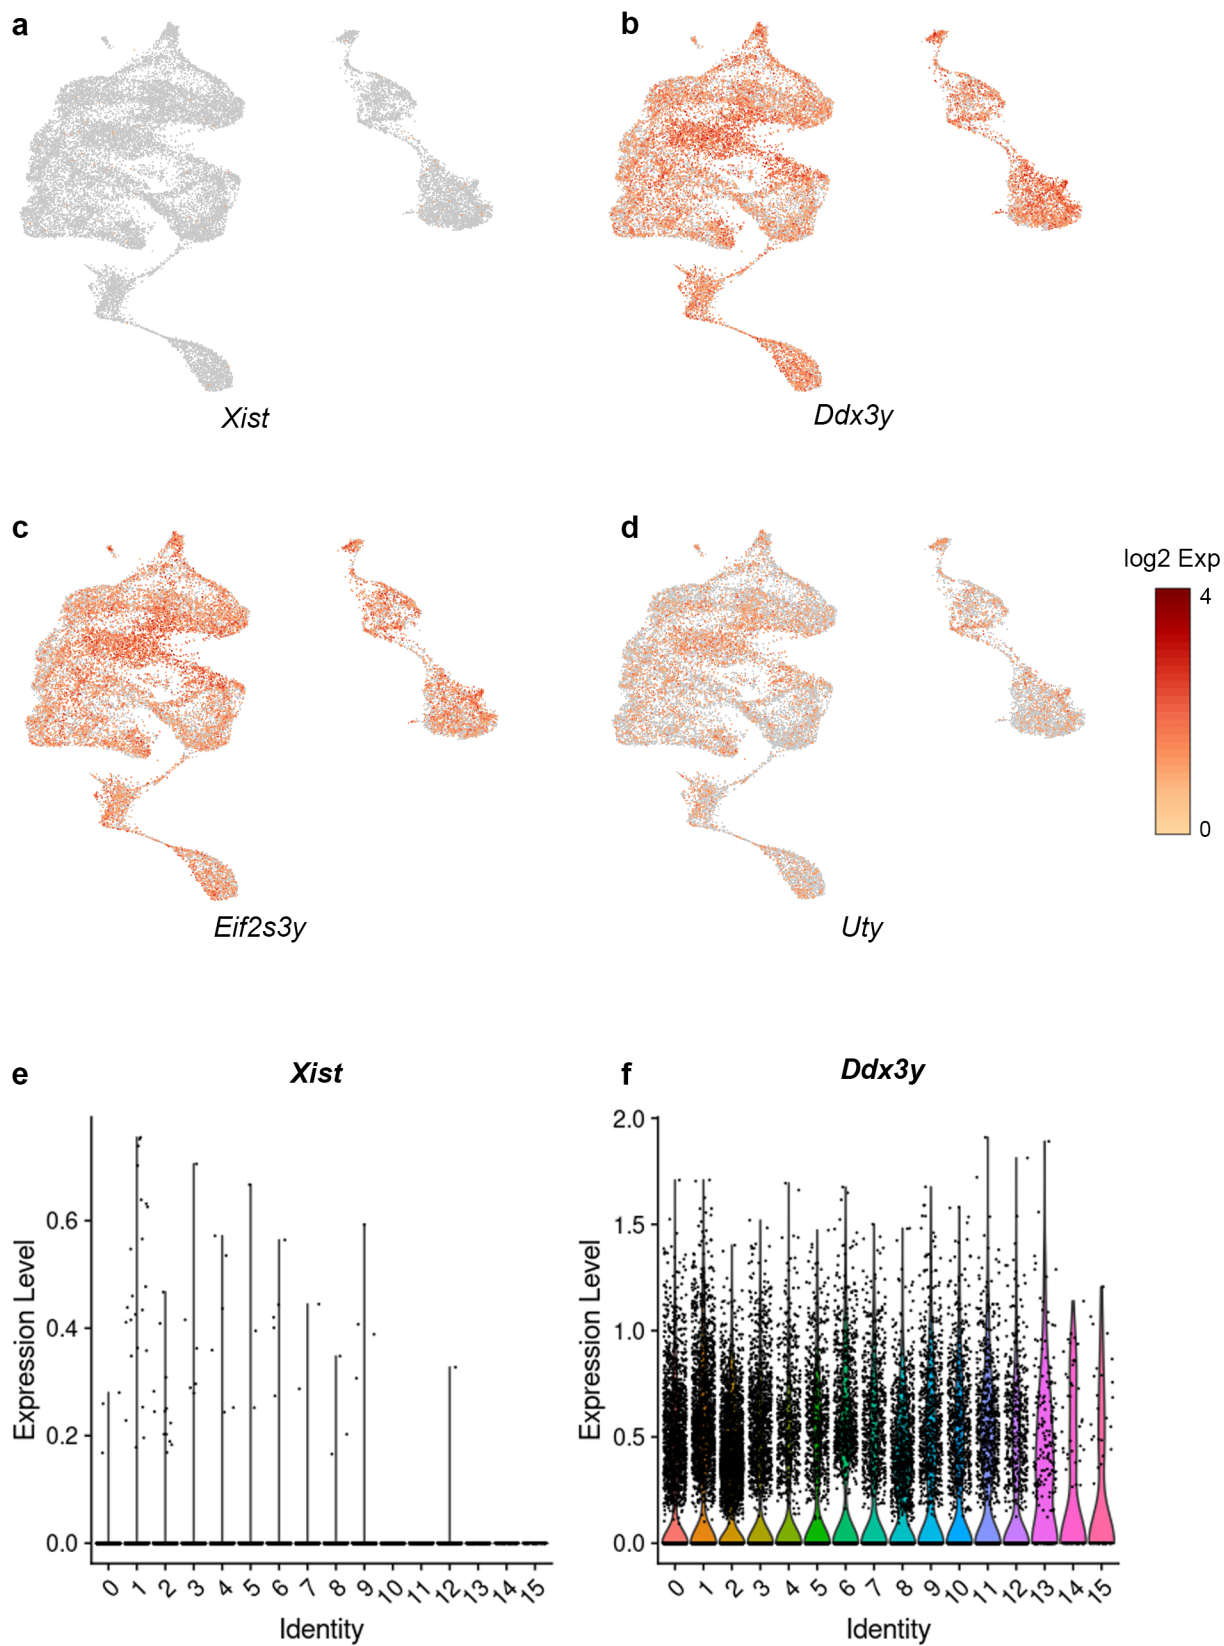

Supplementary Figure S1

**Supplementary Figure S1: Expression of female and male specific genes.** (a) Expression of the female cell specific transcript *Xist* showing the lack of female cells indicating no maternal contamination. b-d) Expression of Y chromosome genes including (b) *Ddx3y*, (c) *Eif2s3y* and (d) *Uty*. e-f). Violin plots of (e) the female cell specific transcript *Xist* expression and (f) the Y chromosome gene *Ddx3y* expression in the clusters. Each dot represents the log normalized expression value (y-axis) of a single cell of a particular cluster (x-axis). Cluster identities are listed in Supplementary Table 3.

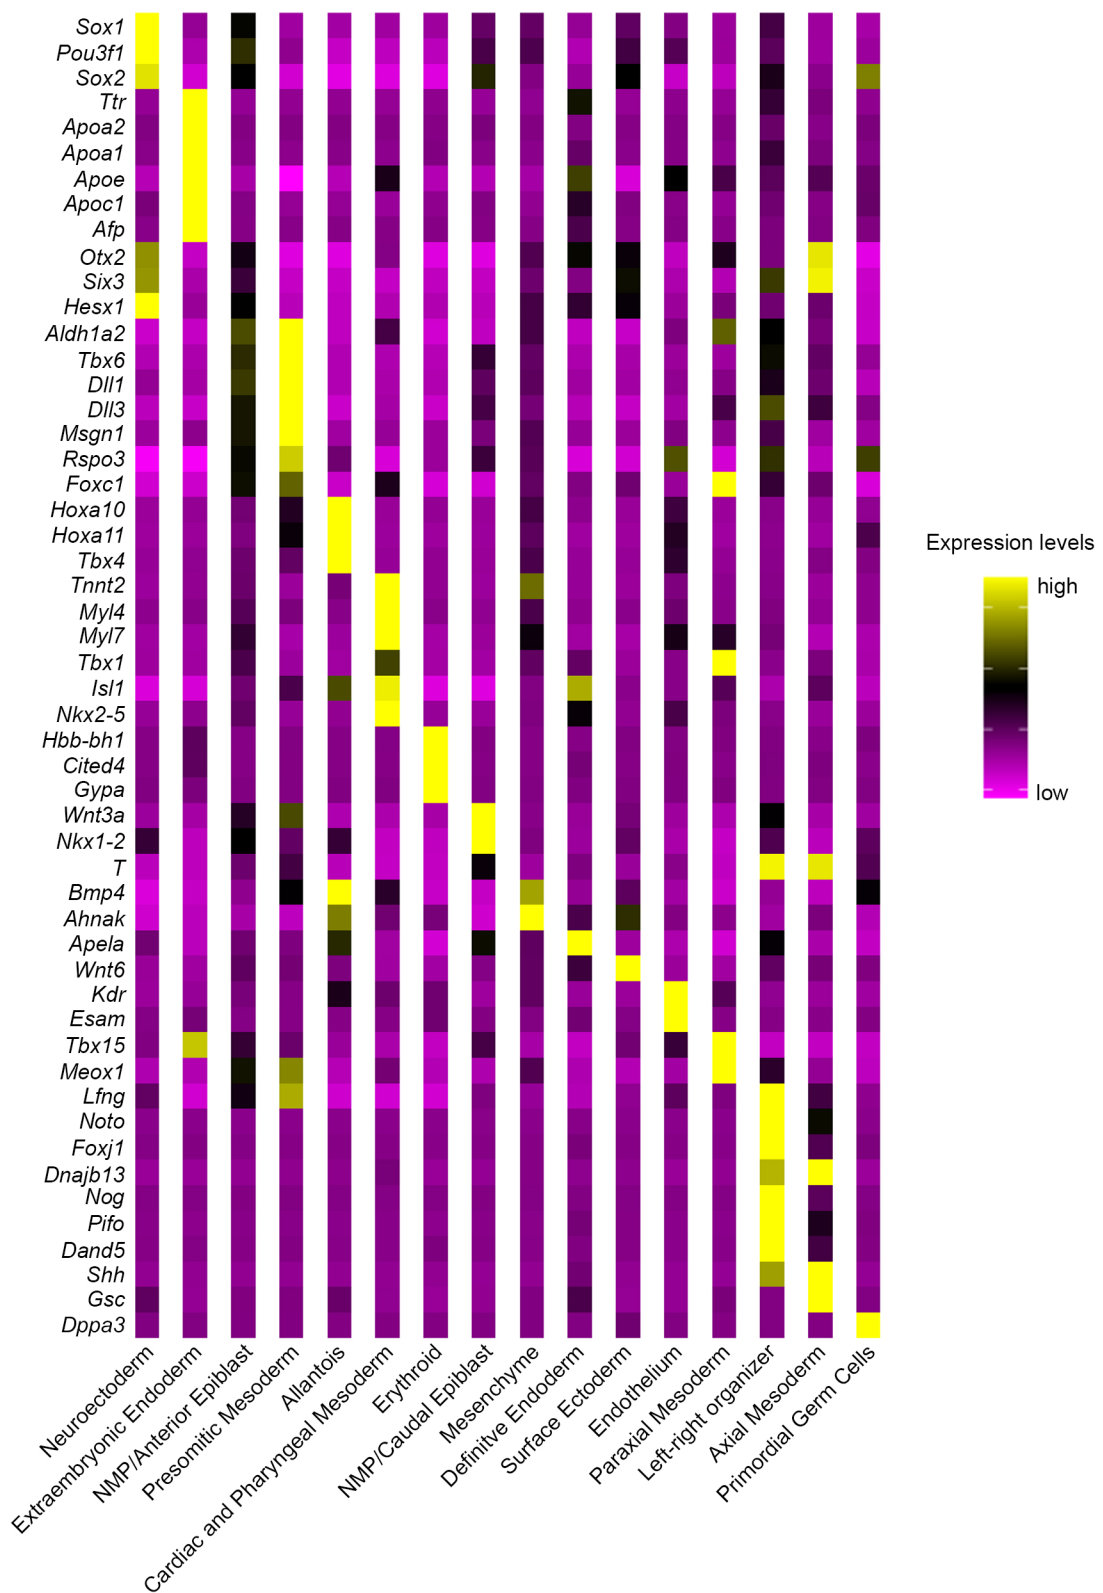

Supplementary Figure S2

**Supplementary Figure 2: Heatmap of known marker genes for 16 distinct cell clusters.**

Marker genes are listed on the y-axis and cluster identities are on the x-axis. Color indicates the average expression level of the gene, with yellow indicating the clusters' highest expression of the gene. NMP, Neuromesodermal progenitors

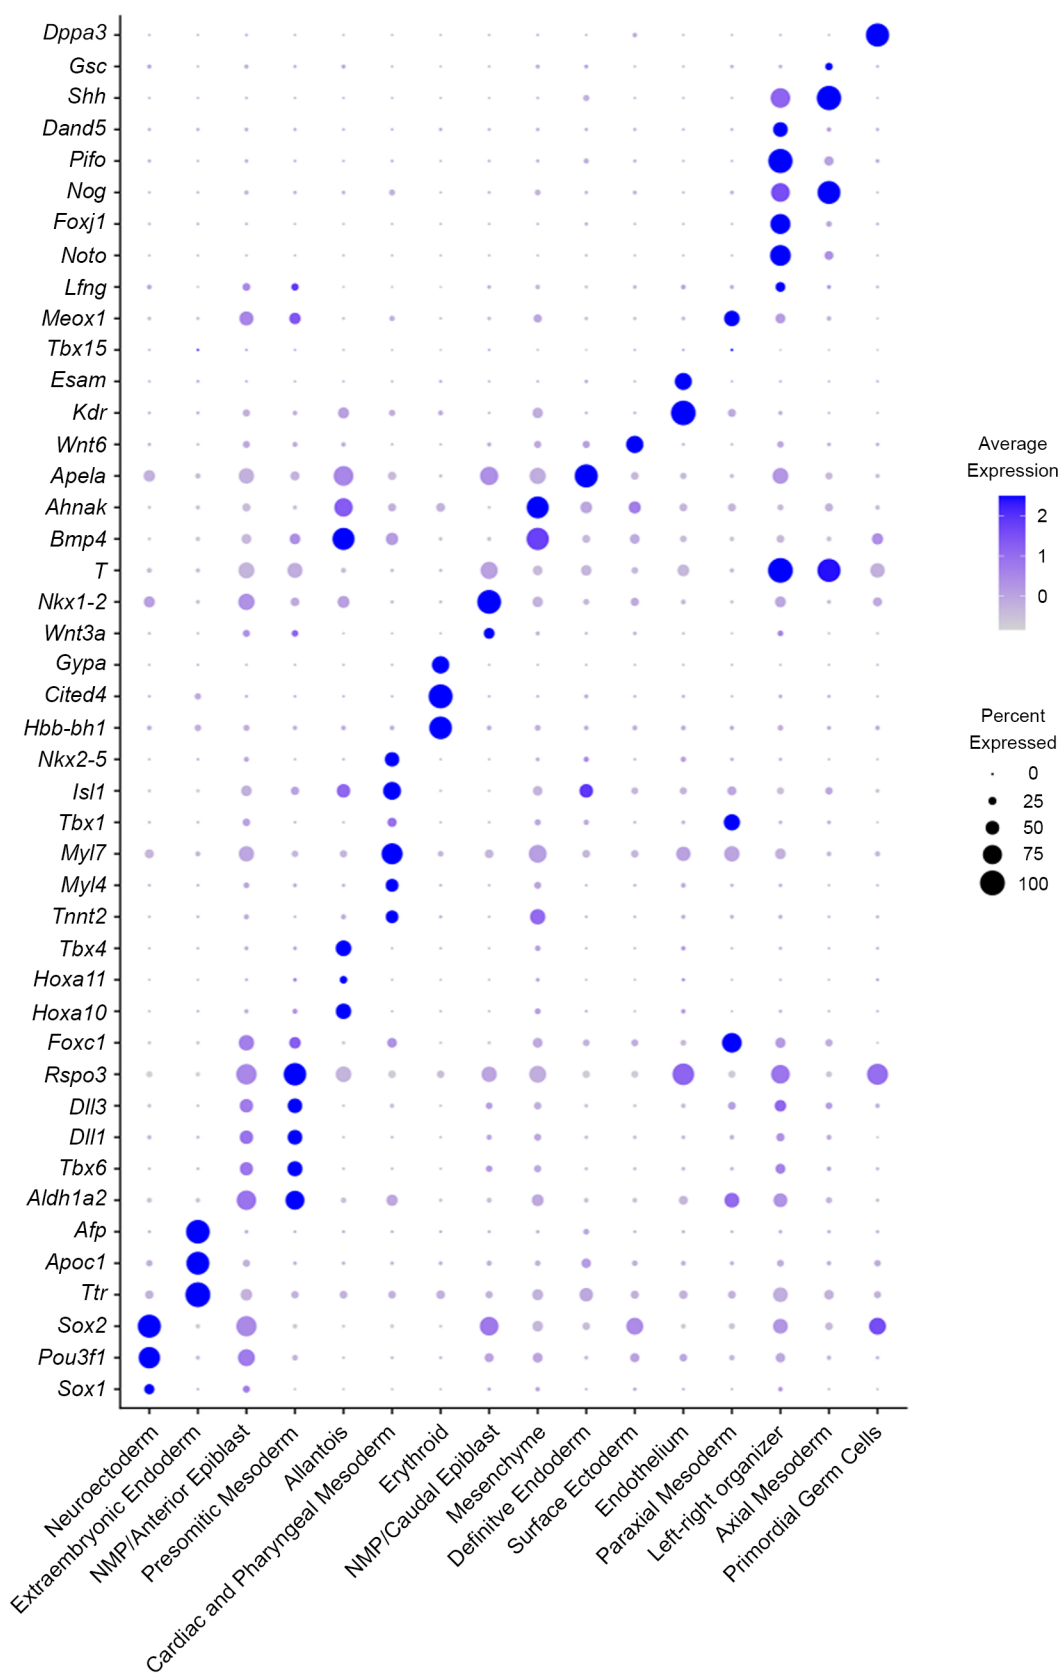

Supplementary Figure S3

**Supplementary Figure 3: Dot plot of known marker genes for 16 distinct cell clusters.**

Marker genes are listed on the y-axis and cluster identities are on the x-axis. Dot size represents the percentage of cells in each cluster expressing the gene (the larger the dot the higher proportion of cells expressing the gene). Dot color indicates the average expression level of gene within the cluster. NMP, Neuromesodermal progenitors

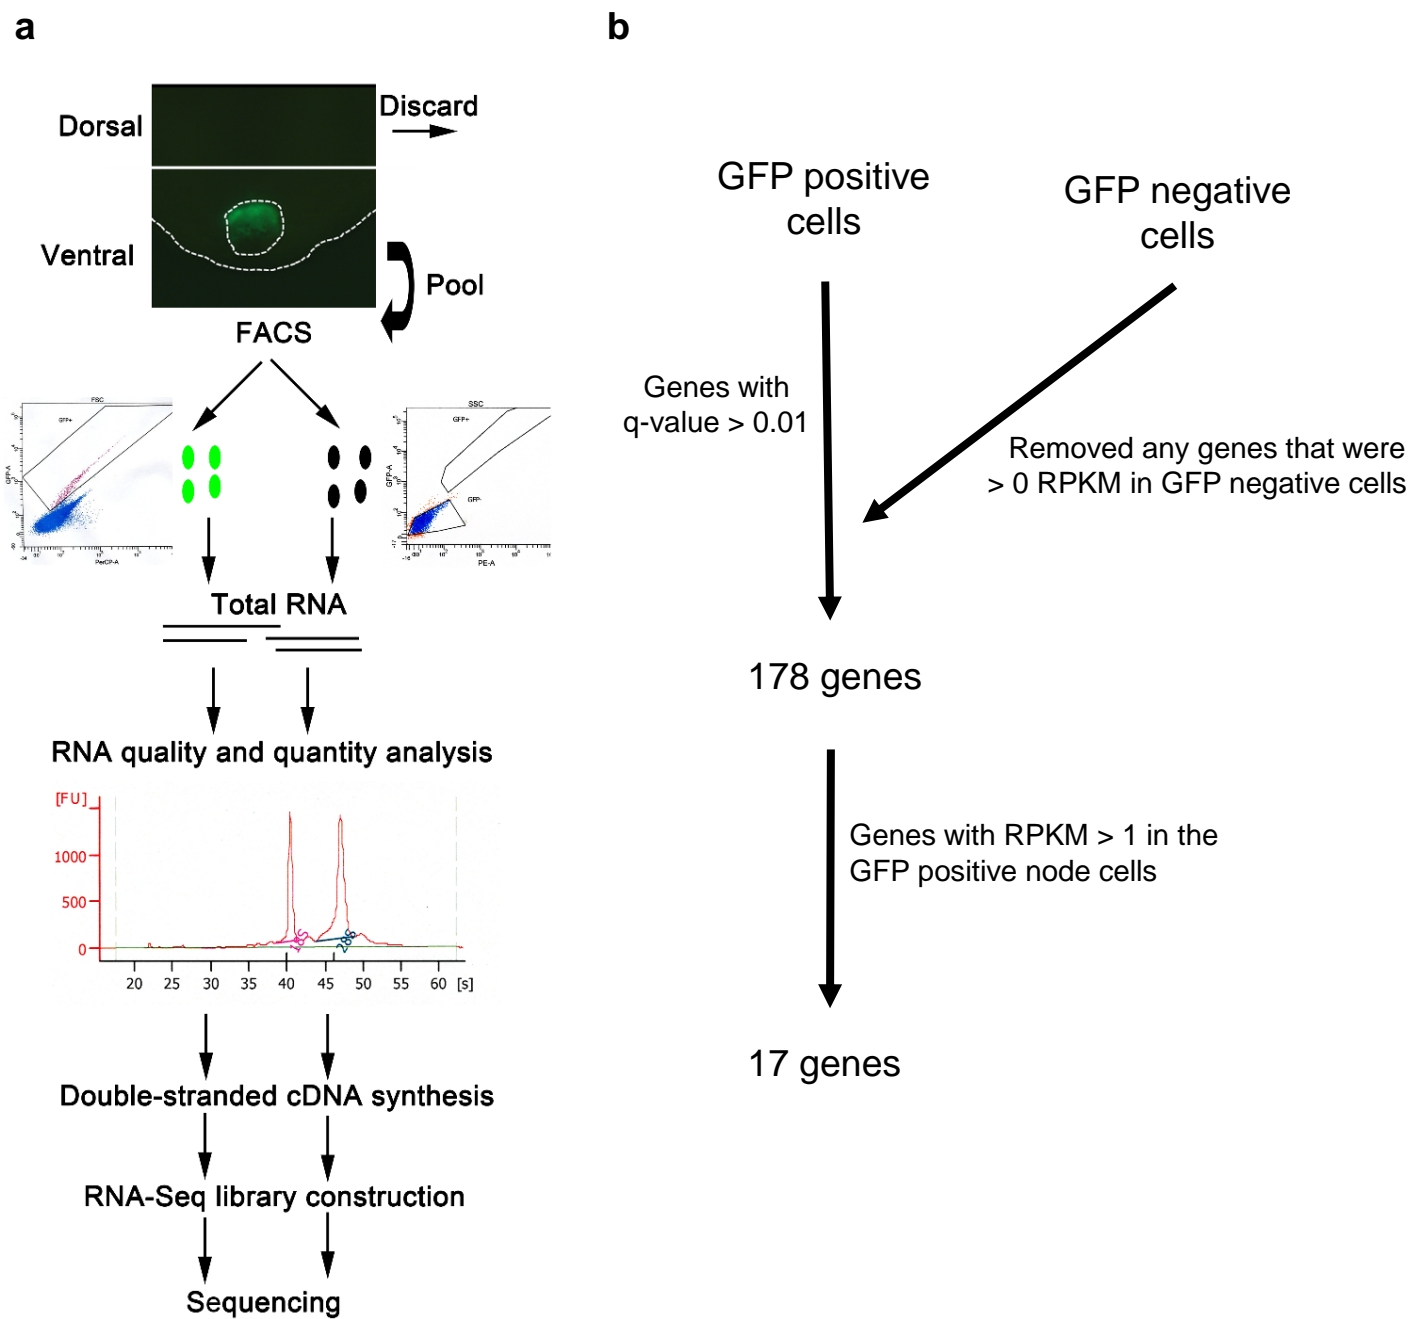

Supplementary Figure S4

**Supplementary Figure 4: Overview of the methods used to sequence total RNA from pooled samples of left-right organizer (LRO) and surrounding non-LRO cells. (a)**

Micro-dissection of *FOXXJ1-EGFP* embryos enriched for LRO cells and surrounding non-LRO cells. FACS isolated GFP-positive LRO cells from surrounding GFP-negative non-LRO cells. Total RNA was extracted and subjected to quality control analyses. RNA meeting quality control standards was converted to double-stranded cDNA, amplified and an RNA-seq library was constructed for sequencing. (b) Schematic overview of filtering methods utilized to define LRO specific genes and LRO-enriched genes. Using Partek Genomics Suite Software, the genes from GFP-positive cells were filtered to remove genes with a q-value greater than 0.1 as well as genes expressed in the GFP negative cells. The remaining genes were further filtered to limit the list to genes with reads per kilobase per million (RPKM) expression greater than 1, which left 17 LRO-specific genes.

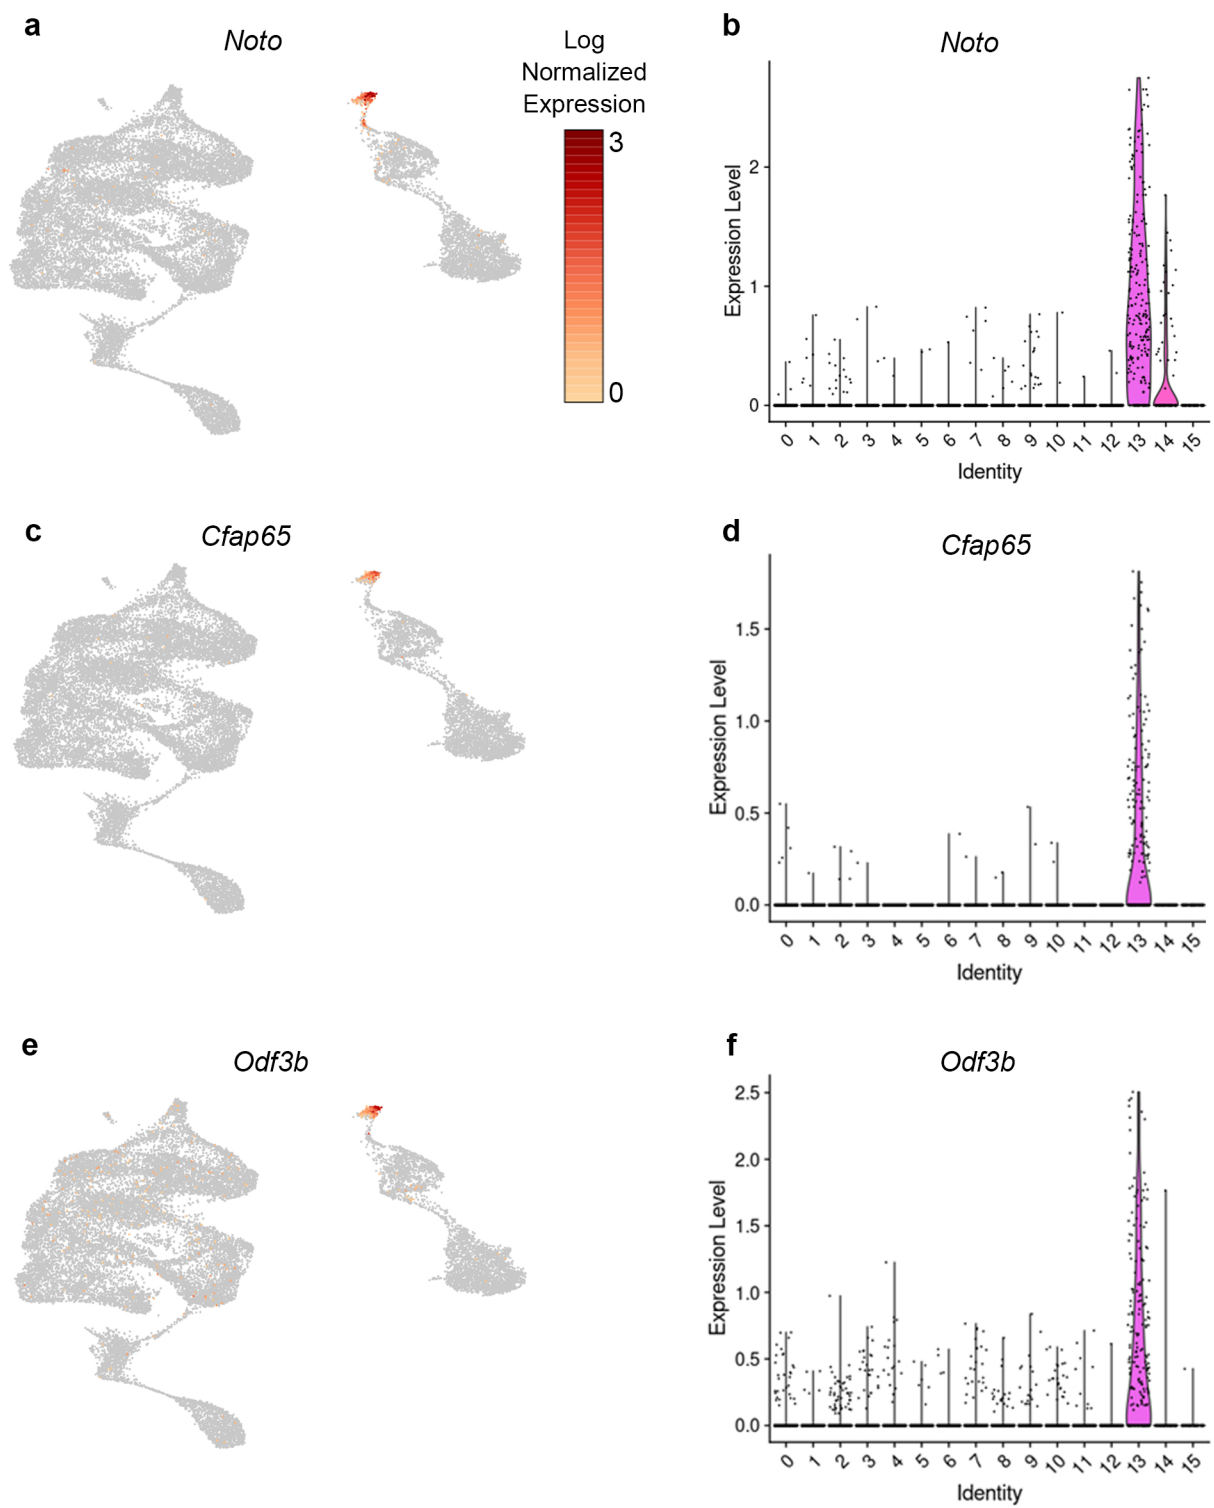

Supplementary Figure S5

**Supplementary Figure 5: Expression of left-right organizer (LRO) genes detected by fluorescent activated cell sorting (FACS) and bulk RNA-seq.** (a, c, e) Feature plots and (b, d, f) violin plots of (a-b) *Noto*, (c-d) *Cfap65* and (e-f) *Odf3b*, which are three of the genes identified as LRO specific by bulk RNA-seq of FACS sorted cells. For the violin plots, each dot represents the log normalized expression value (y-axis) of a single cell of a particular cluster (x-axis). Cluster identities are listed in Supplementary Table 3.

How the deposited data were processed for this re-analysis (not part of the article)

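Single-cell RNA was measured in 3 wild-type male mouse embryos at embryonic day 8, with 1 library per embryo, and no other condition was measured in these files. The bulk RNA-seq of sorted cells, the in situ hybridization and the gene ontology results of the paper have no file here or could not be computed and were left out. The authors aligned the reads with CellRanger to mm10 with EGFP added, and the deposited counts are its raw counts of UMIs per feature in every barcode called a cell, without normalization. They were checked to be whole numbers, and the number of barcodes equals the paper's number of cells before quality control. Of the 31054 features, 30934 were found by identifier in the GENCODE annotation (release 21 for mouse, GRCm38), from which coordinates were taken. Supplementary Tables S4 and S5 were available for their first 1998 genes, with 201 more cut off, so no overlap with them was tested.

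Replicates 1, 2 and 3 had a median of 26011, 14050 and 15674 UMIs per barcode, and their kept cells held 190441996, 137649847 and 160321748 UMIs. Barcodes over the gene maximum of the embryo (8500, 7500 and 8500), under 1500 genes or over 10% mitochondrial UMIs were removed, as Methods states. First-round clusters were removed when their median mitochondrial percentage was under 50% of that of all cells, or when over 50% of their cells were taken as doublets. Doublet scores came from Scrublet as implemented in scanpy (version 1.11.5), with an expected rate of 6%. Cells were log normalized and clustered with Seurat (version 5.3.0) on 2000 variable genes, 30 principal components and 20 neighbours with the Louvain method, all embryos pooled. The resolution was the lowest of a series in steps of 0.1 that gave at least 16 clusters. A cluster was given the name of the marker list with the highest mean log2 ratio inside against outside the cluster, if that mean was at least 1, at least 3 of its markers were raised and no other list held more of the cluster's 10 highest genes. These naming limits, the use of the top 6% of doublet scores and the second clustering of the definitive-endoderm-like cluster were set after the clusters were seen.

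UMIs were summed per embryo and class, with sums over fewer than 10 cells left out (none were). Sums were compared with edgeR (version 4.0.16, R version 4.3.3) by glmQLFit and glmQLFTest after TMM normalization and filterByExpr, at an adjusted p of 0.05 (Benjamini-Hochberg). DESeq2 (version 1.42.0) was an alternative. The sums of 1 embryo share its cells' handling, and it was checked whether the embryo pairs them. Across genes, which are not independent replicates, the deviations of the 2 sums of an embryo from their class means had correlations between 0.161 and 0.221 for LRO-like against other cells, 0.0715 and 0.0902 for LRO-like against axial-mesoderm-like cells, and 0.0939 and 0.176 for the sub-clusters. The embryo as a block was an alternative, and its value is given where it changes a result. The tests were tried on simulated data with 3 sums per class, in which 200 genes were changed. Of the changed genes that were tested, 59.2%, 70.7% and 67.4% were recovered, and 6.45%, 1.52% and 7.25% of the calls were false. The simulated sums had no embryo effect, their classes did not come from clustering, and fewer genes changed than were called in the real data. These rates therefore hold for that setting only.

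Genes are named in the text if the paper names them for the single-cell experiment, if they are among the 10 largest log2 fold changes in LRO-like cells outside Supplementary Table S8 that are higher in every embryo, or if they are among the 5 largest changes each way between the sub-clusters with the same sign in every embryo. Shares of cells are the percent of cells with at least 1 UMI. A share given with ± is a mean over embryos. Other shares are over pooled cells, or over a single embryo where that is stated. Intervals for a share of a single embryo are exact (Clopper-Pearson) at 95%, and a share of 0 was given the limit that 3 counts allow. Seurat's average log2 fold change was computed by the definition of its version used in the paper, over pooled cells, and no p-value across cells was used. The alternatives were no removal of first-round clusters, removal of every doublet taken, 20 or 50 principal components, variable genes scaled within each embryo, a resolution 0.2 higher, clustering without the genes of Supplementary Table S10, count splitting, DESeq2, no filter on low counts, the embryo as a block, each embryo left out, cells thinned to 5000 UMIs, the cut-offs in each embryo, clusters weighed equally, sub-clustering without cell cycle genes, and no gene maximum. LRO-like sub-cluster 2 alone was added after the sub-clusters were seen.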

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

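The tests of EGFP were chosen after the result was seen, and the test of the genes outside the paper's list was set before.

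EGFP is a sequence in the feature list that the paper does not report on for the single-cell data, whose embryos it describes as wild type. A UMI of EGFP was found in 18 of 70 LRO-like cells of replicate 1 (25.7%, exact 95% interval 16.0% to 37.6%), 0 of 72 of replicate 2, which allows a share of up to 4.17%, and 19 of 100 of replicate 3 (19.0%, 11.8% to 28.1%). All other barcodes had it in 3 of 6509, 0 of 8549 and 3 of 8233. The median depth of LRO-like cells was 26480, 17019 and 26448.5 UMIs in the 3 embryos, against 26011, 14038 and 15624 in the others. Free RNA, or barcodes exchanged with another library, would spread EGFP over the cell types, and its presence in LRO-like cells against all other barcodes argues against this (two-sided Fisher's exact test over the 3 embryos together, p = 9.20e-69). The LRO-like cells with EGFP were in sub-cluster 1 (9, 0 and 12) and in sub-cluster 2 (9, 0 and 7). A candidate explanation is an EGFP transgene active in the LRO, which was thought of from the 37 LRO-like cells with EGFP and is not tested by them, and with 1 library per embryo a difference between embryos could not be tested. The paper's bulk RNA-seq used FOXJ1-EGFP embryos, and it names no such line for the single-cell embryos. This explanation, a mixture with cells of another embryo and a mislabelled sample were not tested and stay open.

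In LRO-like against other cells, 1123 of the 1829 genes that were higher at an adjusted p of 0.05 are not in Supplementary Table S8, the paper's list of differentially expressed LRO genes. They were singled out as a signal in genes outside that table, and among them Gm572 and H2-DMb1 are discussed in the paper with the bulk RNA-seq list (Supplementary Table S7). Of these, 1114 were higher in every embryo, and the median share of LRO-like cells with a UMI was 14.0%. The authors' filtering is consistent with their absence: all 1123 lie below the smallest average log2 fold change in that table (0.25), and 653 also have a share of LRO-like cells below the table's smallest, 18.1%. The 10 largest changes were those of 4932438H23Rik, Tcte1, Map3k19, 1700012P22Rik, Tctex1d4, Dnah3, Gm572, Crtam, Ppp1r42 and Prr29. They rest on few UMIs outside the LRO-like cells, so counts are given in place of fitted values. 4932438H23Rik had 33 UMIs in LRO-like and 1 in other cells, a ratio of CPM of 2373 (exact 95% counting interval 397 to 96526), and Prr29 had 71 and 12, a ratio of 425 (229 to 862). Of the 1123 genes, 92 had a UMI in over 10% of LRO-like and under 1% of other cells, and 22 belong to the cilium gene families by their symbol. No biological explanation was tested, since the design holds 1 condition.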

How the results depend on the processing

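The alternatives were set before the data were examined, apart from LRO-like sub-cluster 2 alone, which was chosen after the sub-clusters were seen.

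Of 1011 values of named genes under the alternatives, 971 kept their direction and their side of the threshold, 23 lost a call, 2 were reversed and 15 shares of cells moved. Only 18 of the values were shares of cells, so most of the shares checked moved and 3 stayed. In LRO-like against other cells, 622 of 624 kept both, and the exceptions were H2-DMb1 without the second and without the third embryo. Between the sub-clusters, all 219 did, under the alternatives run. In LRO-like against axial-mesoderm-like cells, 127 of 150 did. T lost its call under most of the alternatives, among them DESeq2, count splitting and without the second or the third embryo, and Foxa2, Bicc1, Nodal and Noto lost theirs in at least 1 fit that left out an embryo. Bicc1 and Nodal also lost theirs with DESeq2, and Foxa2 with every doublet taken removed and with a resolution 0.2 higher. With LRO-like sub-cluster 2 alone, T (log2 fold change 1.11) and Foxa2 (0.84) were reversed, and the log2 fold change of Shh was -0.06.

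In LRO-like against other cells, the 2819 genes past an adjusted p of 0.05 were 4784 with the embryo as a block (2352 higher and 2432 lower), of which 2799 were among the 2819, and 5299 with LRO-like sub-cluster 2 alone. They were from 1287 to 2138 across the 3 fits that each left out one embryo, lowest without replicate 2 (1126 higher and 161 lower) and 1666 without replicate 3. The other alternatives gave between 2070 and 3416 genes. In LRO-like against axial-mesoderm-like cells, the 1024 genes were 484 with count splitting and 1758 with LRO-like sub-cluster 2 alone, and from 351 to 922 across the fits without one embryo, lowest without replicate 2 and 664 without replicate 1. Count splitting leaves fewer UMIs per cell and tested 6367 genes in place of 8209. Between the sub-clusters, the 2969 genes were 1785 with count splitting and from 2005 to 2647 without one embryo. Without the S and G2/M genes in the sub-clustering they were 2988.

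The genes past the paper's cut-offs were 234, of which 192 are in Supplementary Table S10. With each cell thinned to 5000 UMIs they were 58 and 42, with count splitting 150 and 109, and with the cut-offs met in each embryo 123 and 118. Fewer UMIs lower the share of cells in which a gene is found, while the cut-offs stay fixed, so that the list depends on the depth. Without one embryo they were from 212 to 282, and from 165 to 195 in the table. The other alternatives gave between 224 and 292 genes. The odds ratio of the cilium families was between 33.9 and 101 under all alternatives run, and from 73.9 to 90.6 without one embryo.

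The 6 sums of a comparison can be split into 2 groups of 3 in 10 ways, so these splits cannot exclude chance at the usual level. In each comparison, 1 of the 10 splits gave as many genes past an adjusted p of 0.05, the real one. The other splits gave 0 genes, and between 35 and 920 genes at an unadjusted p of 0.05 for LRO-like against other cells, where the real split gave 5028. For LRO-like against axial-mesoderm-like cells these were between 64 and 334 against 1985, and for the sub-clusters between 17 and 235 against 3621. Of the 10 splits, 4 part all 3 pairs of sums from the same embryo, and the real one was the only one of these 4 with a gene past the threshold.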

Differences from the paper's values

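The presomitic-mesoderm-like cluster held 1360 cells, against the paper's 2317 in the supplement. The difference closed to within 1.5 times with variable genes scaled within each embryo (1987 cells), without the genes of Supplementary Table S10 (1992), with count splitting (1628) and without a gene maximum (2330). It did not without removal of first-round clusters (1403), with every doublet taken removed (1365), with 20 (1265) or 50 (1261) principal components or with a resolution 0.2 higher (1309).

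Mki67 had an average log2 fold change of 1.10 in sub-cluster 1 over sub-cluster 2, against the paper's 0.886 in Supplementary Table S5. It lay within the spread between embryos of the paper's value with 20 principal components (0.95), with sub-clustering without the S and G2/M genes (0.97) and without replicate 1 (1.02), and in the other alternatives it was between 1.09 and 1.23. Cdca3 had 0.892, against the paper's 0.776. It lay within that spread with 20 principal components (0.841), with sub-clustering without the S and G2/M genes (0.838) and without replicate 2 (0.848), and in the other alternatives it was between 0.887 and 0.962.

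The paper states no expression of Xist, and it had 77 UMIs in 77 of the 23533 barcodes (0.156 ± 0.0849 CPM). The paper states that no expression was detected for 3 genes in any cluster, and in Supplementary Table S7 H2-DMb1 is listed so; it had 87 UMIs over all barcodes, 7 of them in LRO-like cells and 74 in the other kept cells. The paper states that cluster 14 lacked the LRO genes, and Foxj1 had a UMI in 15.4% ± 5.83 of axial-mesoderm-like cells and Dand5 in 7.90% ± 2.83. The share of Dand5 is near the 5.19% of erythroid-like cells only before thinning (thinned, 5.00% and 1.49%).

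Applied to the paper's own values in Supplementary Table S8, the cut-offs that Methods states were passed by 237 genes, against the paper's 196 in Supplementary Table S10. With a further limit on the adjusted p, the largest one in Supplementary Table S9 (1.27e-87), 194 genes passed, all of them in that table, and 196 passed when the cut-offs were also read with a tolerance for rounding. This limit and the tolerance were chosen after the values were seen and are not stated in Methods for this list.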

Other observations

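The tests of droplets with an LRO cell and another cell and of other splits were set before the result was seen, and the tests of depth, of cell cycle, of free RNA, of mixtures and of the unnamed cluster, and the count of marker lists by UMIs per cell, were chosen after it.

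The LRO-like cells fall into sub-clusters of which the first carries the S and G2/M transcripts, and several explanations were tested. A difference in depth alone leaves the share of UMIs of a gene unchanged, and it is argued against by the 1785 of 5834 genes that passed an adjusted p of 0.05 between the sub-clusters in UMIs not used for clustering. Cell cycle alone, as the whole cause, is argued against by markers of other cell types in the same UMIs. Of their 14 lists, 8 had a higher share of UMIs in sub-cluster 1 in all 3 embryos and 2 a lower one, against 1.75 each way expected by chance if the lists were independent. A part of the cell cycle in the difference is not excluded, and leaving the S and G2/M genes out of the clustering, which kept 240 of 242 cells in place, does not decide it, since other genes of the cell cycle stay in. Free RNA in a droplet is at most the whole content of a droplet of sub-cluster 2, and the lowest ratio of median UMIs per cell over the embryos was 3.06, above the 2 that this allows. Droplets that hold an LRO cell and a cell of another type stay open. They predict more UMIs per cell, about as many UMIs of LRO genes per cell, and a rise of all markers of other cell types.

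By UMIs per cell, all 14 marker lists were higher in sub-cluster 1 in all 3 embryos, and the ratio of UMIs of LRO genes was 0.837 ± 0.0499 (SD, n = 3 embryos). A single LRO cell state with more RNA also raises UMIs per cell, so that droplets with an LRO cell and a cell of another type and this state cannot be told apart by that count. By share of UMIs in all UMIs of the sub-clusters (CPM), 7 lists were higher in sub-cluster 1 in all 3 embryos, 6 in some of them and 1, that of definitive endoderm, was lower in all 3. Sub-cluster 1 is 67.8% of the LRO-like cells, far above the expected doublet rate of 6%, and its share of cells among the top 6% of Scrublet scores was 12.2%, 2.17% and 6.49%, against 0% in sub-cluster 2 of each embryo. The median Scrublet score was 0.136, 0.106 and 0.115 in sub-cluster 1 and 0.0572, 0.0652 and 0.0559 in sub-cluster 2, which goes towards droplets with 2 cells, as far as the score does not follow depth. With each cell described as a mixture of sub-cluster 2 and 1 other cell type, the median share from sub-cluster 2 was 20% in sub-cluster 1 (quartiles 10% and 30%), 100% in sub-cluster 2 and 0% in 300 other cells drawn at random. The UMIs that this share implies for the LRO cell were a median of 9683, 5806 and 6055, of the order of the 12665, 6846.5 and 7598 UMIs per cell in sub-cluster 2. The other types in these mixtures did not all follow their share among other cells. The unnamed cluster of 2707 cells, described below, was not offered as a type but counts among these other cells. Presomitic-mesoderm-like cells were 20.1% against 6.49%, but erythroid-like cells 0.610% against 6.43% and extraembryonic-endoderm-like cells 3.05% against 10.4%. Cardiac- and pharyngeal-mesoderm-like cells were closer, at 4.88% against 6.77%. The rise of presomitic-mesoderm-like cells cannot be weighed, since the cluster left out shares their markers. For erythroid- and extraembryonic-endoderm-like cells, random pairs of cells alone would follow these shares more closely. Droplets with 2 cells stay open. A single other type described 157 of the 164 cells of sub-cluster 1 better than the average of all other cells, and so it did 297 of the 300 random cells, so this comparison was void as a test of free RNA and the ratio of UMIs per cell took its place.

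An unnamed cluster of 2707 cells carries the genes that the paper lists for its cluster 2, with all 52 raised and 32 of them among its 100 highest. Its median depth was 36415 ± 13167 UMIs per cell (SD, n = 3 embryos), against 18630 ± 7617, 15616 ± 6297 and 17861 ± 7599 in the clusters whose markers it shares, an unnamed ectoderm-like one and the presomitic- and paraxial-mesoderm-like ones. Droplets with 2 cells could give this, and after thinning 19.7% ± 1.83 of its cells had UMIs of both an ectoderm and a mesoderm marker. This is above the 4.21% ± 1.11 of the ectoderm-like and 7.35% ± 1.83 of the presomitic-mesoderm-like cluster, but not above the 20.9% ± 5.56 of the paraxial-mesoderm-like cluster. By Scrublet, 26.0%, 14.4% and 13.1% of its cells in the 3 embryos were among the top 6% of scores, against 0.187%, 0.221% and 0.116% of the pooled cells of these 3 clusters, which goes towards droplets with 2 cells, as far as the score does not follow depth. A kept mesenchyme-like cluster of 483 cells had 24.4% among them, with a median of 48519 UMIs per cell. These values leave open whether droplets with 2 cells or a cell type with both sets of markers make up the unnamed cluster.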
